# Loss of adenomatous polyposis coli function renders intestinal epithelial cells resistant to the cytokine IL-22

**DOI:** 10.1371/journal.pbio.3000540

**Published:** 2019-11-26

**Authors:** Yu Chen, Maud Vandereyken, Ian P. Newton, Ignacio Moraga, Inke S. Näthke, Mahima Swamy

## Abstract

Interleukin-22 (IL-22) is a critical immune defence cytokine that maintains intestinal homeostasis and promotes wound healing and tissue regeneration, which can support the growth of colorectal tumours. Mutations in the adenomatous polyposis coli gene (*Apc*) are a major driver of familial colorectal cancers (CRCs). How IL-22 contributes to APC-mediated tumorigenesis is poorly understood. To investigate IL-22 signalling in wild-type (WT) and APC-mutant cells, we performed RNA sequencing (RNAseq) of IL-22–treated murine small intestinal epithelial organoids. In WT epithelia, antimicrobial defence and cellular stress response pathways were most strongly induced by IL-22. Surprisingly, although IL-22 activates signal transducer and activator of transcription 3 (STAT3) in APC-mutant cells, STAT3 target genes were not induced. Our analyses revealed that *Apc*^*Min/Min*^ cells are resistant to IL-22 due to reduced expression of the IL-22 receptor, and increased expression of inhibitors of STAT3, particularly histone deacetylases (HDACs). We further show that IL-22 increases DNA damage and genomic instability, which can accelerate cellular transition from heterozygosity (*Apc*^*Min/+*^) to homozygosity *(Apc*^*Min/Min*^) to drive tumour formation. Our data reveal an unexpected role for IL-22 in promoting early tumorigenesis while excluding a function for IL-22 in transformed epithelial cells.

## Abstract 2

The adenomatous polyposis coli (APC) gene is mutated in 85% of colorectal cancers. This study shows that when APC is mutated in murine intestinal epithelial cells, they no longer respond to IL-22, a cytokine that is considered important for colorectal cancer progression; this has implications for IL-22 as a therapeutic target for cancer treatment.

## Introduction

Chronic inflammation is positively associated with intestinal tumorigenesis [1,2]. Recent data have particularly implicated the cytokine Interleukin-22 (IL-22) in colorectal cancers (CRCs). Consistently, IL-22 producing cells are enriched in human CRC and associated with its development [3–5]. IL-22 is produced by type 3 innate lymphoid cells (ILCs), CD4^+^ and CD8^+^ T cells, and γδ T cells during intestinal inflammation [4,6–9]. IL-22 binds to the IL-22 receptor, which is composed of two heterodimeric subunits, the interleukin 22 receptor subunit alpha 1 (IL-22RA1) and the interleukin 10 receptor 2 (IL-10R2) [10,11]. In the intestine, IL-22 receptor expression is restricted to non-haematopoietic cells, particularly intestinal epithelial cells [12]. IL-22 activates the signal transducer and activator of transcription 3 (STAT3) pathway and regulates intestinal epithelial functions, including tissue repair, mucus secretion, and antimicrobial activity [7,12–14]. Increasing evidence indicates that IL-22 not only facilitates tissue protection but also has prosurvival and proliferative effects that can promote CRC [8,15–18].

Inactivating mutations in the tumour suppressor adenomatous polyposis coli gene (*Apc*) cause intestinal tumorigenesis and are a major cause of hereditary CRC [19], a condition known as familial adenomatous polyposis (FAP). In FAP patients, adenomatous polyps are present throughout the colon and develop into cancer if left untreated. In addition to FAP, inactivating mutations in the *Apc* gene are present in more than 80% of nonhereditary CRCs [20]. APC is best known as a negative regulator of Wnt signalling, contributing to regulation of cell proliferation and differentiation [21,22]. The *Apc*^*Min/+*^ (multiple intestinal neoplasia [Min]) mice mimic FAP intestinal tumorigenesis and carry a truncated, non-functional version of the *Apc* gene on one allele. Spontaneous loss of heterozygosity (LOH) in intestinal epithelial cells leads to loss of the wild-type (WT) *Apc* allele (*Apc*^*Min/Min*^ genotype). The resulting increased Wnt signalling and other epithelial changes together lead to adenoma (polyp) formation in the intestine. In this and other *Apc*-deficient mouse models, inflammatory cytokines are established augmenting factors for intestinal cancer development [23,24]. Consistent with the idea that IL-22 might also play a role in this process, *Il22*^−/−^*Apc*^*Min/+*^ mice develop fewer and smaller tumours than *Il22*^*+/+*^*Apc*^*Min/+*^mice [16]. However, it is not clear how IL-22 impacts on APC-mutant cells to increase tumorigenesis.

The aim of our study was to understand how IL-22 contributes to intestinal tumorigenesis in *Apc*^*Min/+*^ mice and determine whether loss of APC function affects the cellular response to IL-22. To this end, we performed RNA sequencing (RNAseq) on intestinal organoids from WT and *Apc*^*Min/+*^ mice composed of *Apc*^*Min/Min*^ cells to measure intestinal epithelial responses to IL-22 stimulation. Organoids are primary intestinal epithelial cell cultures that grow in 3 dimensions [25]. Importantly, organoids contain only intestinal epithelial cells–including stem cells, Paneth cells, enteroendocrine cells, goblet cells, and enterocytes but no immune or stromal cells, allowing us to identify the direct effects of IL-22 on small intestinal epithelia. We found that, surprisingly, APC-deficient cells were resistant to stimulation by IL-22. This was due to both reduced expression of the IL-22 receptor and high expression of negative regulatory histone deacetylases (HDACs). Conversely, *Apc*^*Min/+*^ heterozygous cells responded to IL-22 similarly to WT cells by up-regulating cellular stress responses involved in the production of reactive nitrogen species. This stress response correlated with enhanced DNA damage, which in turn correlated with the accelerated transformation of *Apc*^*Min/+*^ cells to *Apc*^*Min/Min*^ genotype in the presence of IL-22, which ultimately leads to development of adenomas.

## Materials and methods

### Ethics statement

All animal studies and breeding were approved by the University of Dundee ethical review committee and were performed under a UK Home Office project license (project licenses PPL60/4172, 70/8813, and PD4D8EFEF) in accordance with the Animal Scientific Procedures Act (1986). All study plans were approved by the Named Veterinary Surgeon and Compliance Officer of the Biological Resource Facility, University of Dundee.

### Mice and treatment

Healthy C57BL/6J WT male or female adult mice between 60 and 120 days old bred in-house were used for preparing WT organoids. For *Apc*^*Min/Min*^ organoids or *Apc*^*Min/+*^ organoids, *Apc*^*Min/+*^ adult (male or female) mice aged approximately 90 days or 60 days, respectively, were used. Mice were maintained in a standard barrier facility on a 12-hour light/dark cycle at 21°C, 55%–65% relative humidity. Mice tested negative for all pathogens on the current FELASA list, except for *Helicobacter* spp. Mice were maintained in standard individually ventilated cages with Eco-Pure Chips 6 and were fed an autoclaved R&M3 diet (Special Diet Services, Essex, UK) and autoclaved water ad libitum, and cages were changed at least every 2 weeks.

For short-term IL-22 treatment, WT or *Apc*^*Min/+*^ mice aged 90 days were injected intraperitoneally with 1 μg IL-22, and PBS-injected mice were used as a nonstimulated control. Mice were sampled 1–24 hours after treatment. For longer-term treatments, WT or *Apc*^*Min/+*^ mice aged 28–35 days were injected intraperitoneally with 1 μg of IL-22 or PBS or were left untreated, twice every week for 4 weeks. One week after the last injection, intestines were harvested, and polyp load was assessed.

### Intestinal organoid culture and treatment

Small intestines of C57BL/6J mice were longitudinally opened and washed with PBS. Villi were removed by scraping with a glass coverslip. Following further PBS washes, small intestinal tissue was incubated in 3 mM EDTA in PBS at 4°C for 20 minutes. After being shaken for 1 minute, the tissue was removed, and the crypts were collected by centrifugation at 100*g* for 3 minutes at 4°C. Crypts were washed with PBS and incubated with TrypLE Express (Thermo Fisher Scientific, Waltham, MA) at 37°C for 5 minutes. Cells were suspended in Advanced DMEM/F12 (ADF) medium (Thermo Fisher Scientific) and were passed through a 40 μm cell strainer (Greiner, Kremsmunster, Austria). After centrifugation at 2,000 rpm for 3 minutes, cells were resuspended in Matrigel (Corning, NY) and were plated onto 24-well plates. For WT or *Apc*^*Min/+*^ organoid culture, cells were incubated in a 37°C 5% CO_2_ incubator for 15 minutes and were then supplemented with crypt medium (ADF medium supplemented with HEPES [Thermo Fisher Scientific], GlutaMax-1 [Thermo Fisher Scientific], N-acetylcysteine [10 mM, Sigma, St. Louis, MO], N2 [Thermo Fisher Scientific], B27 [Thermo Fisher Scientific]; 100 U/mL penicillin/100 μg/mL streptomycin [Thermo Fisher Scientific]) that was further supplemented with EGF (50 ng/mL, Thermo Fisher Scientific), Noggin (100 ng/ml, Peprotech, London, UK), R-Spondin–conditioned medium, valproic acid (VPA; 1 μM, Sigma), and ROCK Inhibitor Y27632 (Sigma). R-Spondin–conditioned medium [26] was produced from stably transfected L-cells (gift from Owen Sansom). After 48-hour incubation, medium was replaced by crypt medium supplemented with EGF, Noggin, and R-Spondin. For *Apc*^*Min/Min*^ organoid culture, crypt medium containing EGF, Noggin, and R-Spondin was used for the first 48 hours. *Apc*^*Min/Min*^ organoids were then cultured in crypt medium alone for a week before the medium was replaced with crypt medium supplied with EGF, Noggin, and R-Spondin. Medium was replaced every 2 days. Organoids were passaged approximately every 4 to 6 days. Organoids were used for experiments at day 3 after passaging. For IL-22 stimulation experiment, organoids were treated with IL-22 (Peprotech, London, UK). Concentration and duration are described in the figure legends. For HDAC inhibition, organoids were incubated with sodium butyrate (NaBu) (1 mM; Sigma, St. Louis, MO), VPA (1 μM, Sigma, St. Louis, MO), or Trichostatin A (TSA; 50 nM, Sigma) for 16 hours before stimulation with IL-22 (10 ng/mL) along with media containing the corresponding HDAC inhibitor for 3 hours.

### Immunohistochemistry

For immunohistochemistry (IHC), small intestine was removed and fixed in 4% PFA at 4°C overnight. After processing and paraffin embedding, specimens were cut into 5 μm sections and placed onto SuperFrost Plus Adhesion Slides (Thermo Fisher Scientific, Waltham, MA) and dried at 60°C overnight. Slides were deparaffined with Histo-Clear (National Diagnostics) and dehydrated through graded ethanol solutions. For antigen retrieval, EDTA buffer (1 mM EDTA, 0.05% Tween 20 [pH 8]) was used for phosphorylated STAT3 (pSTAT3) and β-catenin costaining, and sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20 [pH 6.0]) for RegIIIγ and β-catenin costaining. Slides were rinsed in PBS and incubated with blocking buffer 1 (PBS, 2% BSA) for 15 minutes, followed by incubation with blocking buffer 2 (PBS, 1% BSA, 0.3% Triton) for 15 minutes. Slides were covered with primary antibodies diluted in blocking buffer 2 for 3 hours. Primary antibodies used included anti-β-catenin (1:200, BD, 610154), pSTAT3 (Tyrosine 705) (1:200, Cell Signaling, Danvers, MA, 9145), anti-RegIIIγ (1:200; gift from Lora Hooper), anti-HDAC1 (1:400, Cell Signaling, Danvers, MA, 34589), and anti-HDAC2 (1:1000, Cell Signaling, Danvers, MA, 5113). After TBST (TBS, 0.1% Tween-20) washes, slides were incubated with Alexa Fluor conjugated secondary antibody (1:500, Thermo Fisher Scientific, Waltham, MA) and DAPI (1 μg/ml, Thermo Fisher Scientific, Waltham, MA) for 30 minutes. After TBST washes, the cover slides were mounted on glass slides with Prolong Gold Antifade media (Thermo Fisher Scientific). Images were analysed in Imaris software (Bitplane, Zurich, Switzerland) or Fiji software [27].

### Immunofluorescence staining of intestinal organoids

For imaging and immunofluorescence, organoids were grown in Matrigel on 8-well μ-slides (Ibidi, Grafelfing, Germany). Organoids were fixed in prewarmed (37°C) 4% paraformaldehyde (pH 7.4; Sigma, St. Louis, MO) for 20 minutes at 37°C. Organoids were permeabilized by using permeabilization buffer (PBS, 1% Triton X-100) for 1 hour, followed by blocking step with blocking buffer (PBS, 1% BSA, 3% normal goat serum, 0.2% Triton X-100) for 1 hour at room temperature. Organoids were then incubated with primary antibody diluted in working buffer (PBS, 0.1% BSA, 0.3% normal goat serum, 0.2% Triton X-100) overnight at room temperature. Primary antibodies used were as follows: anti-Phospho-Stat3 (Tyrosine 705) (1:100, Cell Signaling, Danvers, MA, 9131), anti-Phospho-Histone H2A.X (Serine139) (also known as γH2AX), 1:200, Cell Signaling, 9718), and anti-IL22RA1 (1:200, Thermo Fisher Scientific, 496514). After washes with working buffer, organoids were incubated with Alexa Fluor conjugated secondary antibody (1:500, Thermo Fisher Scientific) and Hoechst 33342 (5 μg/mL; Thermo Fisher Scientific) overnight at room temperature. Organoids were then washed with working buffer and were mounted with ProLong Gold antifade mountant (Thermo Fisher Scientific). Immunofluorescence was visualized under Zeiss 710 confocal microscope. Images were analysed by using Imaris software (Bitplane, Zurich, Switzerland).

### Western blotting

Organoids were washed with ice-cold PBS, and cell pellets were lysed in lysis buffer (40 mM Tris-HCl [pH 7.5], 120 mM NaCl, 0.27M sucrose, 1 mM EDTA [pH 8], 1 mM EGTA, 10 mM β-glycerophosphate, 5 mM sodium pyrophosphate, 1% Triton X-100) containing protein and phosphatase inhibitors. Proteins were separated on NuPAGE 4%–12% Bis-Tris Protein Gels (Thermo Fisher Scientific) and were transferred to Protran nitrocellulose membrane (0.2 μm‎, GE Healthcare, Chicago, IL). Immunoblotting was performed with primary antibodies diluted in 5% BSA/TBS-Triton overnight at 4°C. Primary antibodies used were as follows: anti-Phospho-Stat3 (Tyrosine 705) (1:2000, Cell Signaling, Waltham, MA, 9131), anti-Stat3 (1:2000, Cell Signaling, 9139), anti-Phospho-Stat3 (Serine 727) (1:1000, Cell Signaling, 9134), anti-Phospho-Stat1 (Tyrosine 701) (1:1000, Cell Signaling, 9167), anti-Stat1 (1:2000, BD, Franklin Lakes, NJ, 610185), anti-TBP (1:2000, Proteintech, Chicago, IL, 66166-1-lg), anti-HDAC1 (1:1000, 06–720, Millipore, Burlington, MA), anti-HDAC2 (1:1000, Cell Signaling, 5113), anti-inducible nitric oxide synthase (iNOS) (1:200, Abcam, Cambridge, UK, ab15323), and anti-phospho H2AX (Serine 139) (γH2AX, 1:500, Biolegend, San Diego, CA, 613401). Blots were incubated with IRDye800/700-conjugated secondary antibodies (Rockland, Pottstown, PA, 1:5000) for 1 hour at room temperature. Proteins were detected with LiCor Odyssey Imager (Licor Biosciences, Lincoln, NE. Western blots were analysed in Image Studio Lite 5.2 software (Licor Biosciences).

### Quantitative real-time reverse transcription polymerase chain reaction

Total RNA was isolated from organoids by using NucleoSpin RNA Isolation Kit (Macherey-Nagel, Duren, Germany). cDNA was prepared from total RNA by using qScript cDNA Synthesis Kit (QuantaBio, Beverly, MA). Real-time polymerase chain reaction (PCR) was performed by using PerfeCTa SYBR green FastMix for iQ (QuantaBio) in a quantitative PCR (qPCR) machine (CFX-Connect Real-Time System, Bio-Rad, Hercules, CA). Primers (Eurofins MWG, Ebersberg, Germany) used are shown in S1 Table.

### RNAseq

WT or *Apc*^*Min/Min*^ organoids were stimulated with IL-22 (2 ng/mL) for 3 hours. Total RNA was isolated from organoids by using NucleoSpin RNA isolation Kit (Macherey-Nagel). RNAseq was performed by the Finnish Microarray and Sequencing Centre and analysed by the Bioinformatics Unit, Turku Centre for Biotechnology, Finland. In brief, RNA was prepared for the sequencing using Illumina TruSeq Stranded mRNA sample Preparation Kit. mRNA was sequenced with the HiSeq 2500 instrument using single-end sequencing chemistry and 50 bp red length. STAR version 2.5.2b was used to align the reads against the reference genome. The “Subreads” package (version 1.5.1) was then used to associate reads with known genes and to count the number of reads associated with each gene. The read counts were normalised using the TMM normalisation method of the edgeR R/Bioconductor package. The TMM normalised counts are represented as Reads Per Kilobase of exon per Million reads mapped (RPKM) values.

For group comparison, statistical testing between paired samples in the groups was performed in R package Limma (Bioconductor). For functional analysis, topGO and GOstats packages in R/Bioconductor were used for the enrichment analysis of differentially expressed filtered gene lists. Further analyses were performed using the DAVID Functional Annotation tools (https://david.ncifcrf.gov). Heatmaps were prepared using Morpheus software (https://software.broadinstitute.org/morpheus) and the Viridis colour palette. Fully annotated data from each comparison are available in S2–S5 Tables. The complete raw and normalized data are available in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo; accession number GSE139332).

### Flow cytometry

To prepare single cell suspensions, organoids were dissociated by incubation with TrypLE Express at 37°C for 5 minutes. Cells were collected by centrifugation at 2,000 rpm for 2 minutes. For IL-22RA1 staining, cells were stained with IL-22RA1 antibody (1:100, Proteintech, Chicago, IL, 13462-1-AP) for 30 minutes on ice. After being washed with staining buffer (PBS, 1% FBS, 2 mM EDTA), cells were incubated with Donkey Anti-Rabbit Alexa Fluor 647 antibody (1:500, ThermoFisher Scientific) for 30 minutes on ice. After being washed with staining buffer, cells were resuspended in staining buffer containing DAPI (2.5 μg/mL, Thermo Fisher Scientific).

For STAT3 staining, after incubation with TrypLE Express, single cells were incubated in 0.5 mL PBS containing LIVE/DEAD Fixable Blue Dead Cell Stain kit (1:1000, Thermo Fisher Scientific) on ice for 10 minutes. Cell were washed with staining buffer and then collected by centrifugation at 2,000 rpm for 2 minutes. Cells were fixed with 3 mL prewarmed 0.5% PFA/PBS at 37°C for 15 minutes and then washed with staining buffer. Permeabilization was performed by incubation with ice-cold 70% ethanol on ice for 10 minutes. After being washed with staining buffer, cells were stained with STAT3 antibody (1: 200, Cell Signaling, 9139) for 1 hour. After being washed with staining buffer, cells were stained with goat anti-mouse Alexa 568 antibody (Thermo Fisher Scientific) for 1 hour. After being washed with staining buffer, cells were resuspended in 500 μl staining buffer and analysed by LSRFortessa Cell Analyzer (BD, Franklin Lakes, NJ). Flow cytometry data were analysed by using FlowJo software version 9 (FlowJo, LLC, Ashland, OR).

### Statistical analysis

All statistical analyses were performed using Prism 7 (GraphPad, San Diego, CA). Methods of comparison are stated in figure legends, and normal distribution was assumed for all reverse transcription (RT)-qPCR data. For tumour numbers, normality and equal standard deviation were checked using the Shapiro-Wilks test and the Welch’s test, respectively. At least 3 independent experiments were performed for each data set. Mean ± standard deviation is shown in every figure.

## Results

### The IL-22 regulated transcriptome in small intestinal epithelial cells

IL-22 regulates multiple genes involved in antimicrobial defence, proliferation, and immune signalling. However, this varies according to cell type [14,28,29], and the effects of IL-22 on primary small intestinal epithelial cells have not yet been globally evaluated. To identify the responses of small intestinal epithelial cells to IL-22, we derived primary organoid cultures from WT murine small intestines and treated them with IL-22. 

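Organoids are primary epithelial cultures grown in 3 dimensions. The RNAseq data from WT mice covered 3 untreated cultures and 3 cultures treated with 2 ng/ml IL-22 for 3 hours. The sample labels join each treated culture to an untreated culture as a pair, and the Methods describe testing between paired samples. Stranded mRNA libraries were sequenced by the authors as single-end reads of 50 bp, aligned with STAR, assigned to genes with Subread, normalised with the TMM method of edgeR and expressed as RPKM (reads normalised to exon length and library size). The deposited values are these RPKM for 23337 genes, listed by symbol and Entrez Gene number without coordinates. Within a library, the RPKM of a gene was a whole multiple of a fixed step, which gave back the whole reads behind it. The untreated libraries held 19035008, 17993429 and 24057434 reads on genes in replicates 1, 2 and 3, with a median of 19035008. The IL-22 libraries held 18082999, 19069907 and 15651840 reads, with a median of 18082999. A gene without reads could have had up to 3 reads at this depth, a limit that covers counting error only. The log2 of RPKM plus 0.01 was fitted with limma for the 17873 genes above 0 in at least 1 of the 12 libraries of both genotypes, with the pair as a fixed block and a trend of variance with expression. Genes were called at a Benjamini-Hochberg adjusted *p* under 0.05 and a change of more than 2-fold. The IL-22 library of replicate 2 was short of long transcripts. Over the 11235 genes with a mean of at least 1 RPKM, its log2 deviation from the mean of the other replicates of its group was taken. It correlated with exon length at a Spearman's rho of -0.68, across genes, which are not independent replicates. Among the untreated WT libraries, rho lay between -0.034 and 0.032.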

We performed deep RNAseq on WT small intestinal organoids 3 hours after treatment with IL-22 to measure the global IL-22–regulated transcriptome. We chose this time point because we were interested in the immediate early effects of IL-22. 

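In WT organoids, 347 genes were called after 3 hours of IL-22, of which 221 rose and 126 fell. At an unadjusted *p* under 0.05, 1714 genes rose and 1775 fell. Named genes were limited to those that moved the same way in all 3 pairs, with a mean of at least 1 RPKM in the higher group and above 0.01 RPKM in the lower. Within these limits, the 5 largest fitted rises were those of *Lcn2*, *Tmem92*, *Reg3g*, *Reg3b* and *Rasd1*. *Rasd1* (Entrez Gene 19416), which encodes a RAS protein induced by dexamethasone, rose from 0.455 ± 0.276 to 25.3 ± 8.01 RPKM (SD, n = 3), a log2 fold change of 5.87 (standard error 0.43, limma adjusted *p* = 0.00348). *Reg3b* (Entrez Gene 18489) rose from 400.0 ± 62.6 to 28101 ± 21503 RPKM, with a log2 fold change of 5.89 (standard error 0.46, limma adjusted *p* = 0.00397). Its paralogs could have shared reads with it during counting. *Tmem92* (Entrez Gene 544806) was at least 24.2-fold higher with IL-22, since no untreated library held more than 3 of its reads. The 5 largest falls within the same limits were those of *Pck1*, *Cyp27a1*, *Cyp1a1*, *Cd83* and *Sgk1*, with fitted log2 fold changes between -4.83 and -2.67. *Pck1* (Entrez Gene 18534), a cytosolic phosphoenolpyruvate carboxykinase, fell from 4.31 ± 0.797 to 0.162 ± 0.113 RPKM (limma adjusted *p* = 0.0160). All 14 genes labelled in the volcano plot of Fig 1A were called, 11 as raised and 3 as lowered. Adjusted over the list alone, the same 14 passed, which is not independent evidence because the study chose them on these libraries. The count changed most when each genotype was fitted alone, which called 0 genes, with 1598 at an unadjusted *p* under 0.05. It was 151 without replicate 1, 334 without replicate 2 and 145 without replicate 3. With a pseudocount of 1 RPKM it was 222, without the replicate block 429 and with the pair as a random effect 508. Under settings chosen after seeing the data, it was 428 with voom on the recovered reads and 534 with the trend with exon length removed. *Tmem92* and *Cyp1a1* lost their calls without any of the 3 replicates, *Lcn2* and *Pck1* without replicate 1 or 3.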

The results showed that IL-22 significantly affected expression of 437 genes in WT organoids (Fig 1A and S1A Fig). 

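The study grouped genes of interest by function in the heatmaps of Fig 1C. Of the 30 genes in its groups for immune response and defence, 28 were expressed above a set limit in at least 1 group, and the fitted change of all 28 was a rise. Their median log2 fold change was 2.68, or 2.42 with the 9 genes at or under 3 reads set at their lower bounds. An adjusted *p* under 0.05 was reached by 24 of them over all genes tested and by 28 when adjusted over the list alone (limma). The 17 genes of the stress response groups all rose, with a median log2 fold change of 2.25, and 15 passed over all genes and 17 adjusted over the list alone. Of the 10 genes for mucins and glycosylation, 9 were expressed, with a median of 2.32, and 7 passed over all genes and 9 adjusted over the list alone. These medians were 2.25 and 2.32 with genes at the read limit at their bounds. Fig 1C shows genes that the study had found regulated in these libraries, so the lists are not independent evidence. The camera test of limma, with a preset correlation between genes of 0.01 and adjustment over 27 lists, gave adjusted *p* = 1.71e-35, 1.57e-22 and 2.10e-14 for the 3 groups of genes. All 3 passed under limma's fry (adjusted *p* = 8.00e-05 for each) and with the correlation estimated per list, where the highest adjusted *p* was 0.0417.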

Overwhelmingly, most of these were involved in immune response and defence against infection and stress (Fig 1B and 1C). These included genes with direct antimicrobial activity (e.g., *Reg3g*, *Lcn2*), genes involved in pathogen recognition and immune signalling (e.g., *Tmem173* [STING1], *Myd88*), genes involved in mucus production and mucin glycosylation (e.g., *Fut2*, *B4galt1*), and those involved in the production of reactive nitrogen and oxygen species (e.g., *Nos2*, *Duox1/2*) (Fig 1B). 

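*Reg3g* (Entrez Gene 19695), which encodes an antimicrobial lectin, had 170.0 ± 69.3 RPKM in untreated and 12811 ± 8550.3 RPKM in IL-22–treated WT organoids (SD, n = 3), a log2 fold change of 6.12 (standard error 0.34, limma adjusted *p* = 0.00159). *Lcn2* (Entrez Gene 16819) had 23.1 ± 8.24 RPKM with IL-22 and was at least 114-fold higher than in untreated organoids, where no library held more than 3 of its reads. *Tmem173* (Entrez Gene 72512) rose from 0.422 ± 0.163 to 2.63 ± 0.603 RPKM, a log2 fold change of 2.67 (standard error 0.33, limma adjusted *p* = 0.0157). *Myd88* (Entrez Gene 17874) rose from 16.8 ± 0.249 to 35.1 ± 5.48 RPKM, the smallest change among these genes, with a log2 fold change of 1.06 (standard error 0.13, limma adjusted *p* = 0.0140). The fucosyltransferase gene *Fut2* (Entrez Gene 14344) rose from 0.619 ± 0.0310 to 5.65 ± 0.547 RPKM and the galactosyltransferase gene *B4galt1* (Entrez Gene 14595) from 33.3 ± 3.02 to 118 ± 11.1 RPKM. Their log2 fold changes were 3.17 and 1.82, with limma adjusted *p* = 0.00130 and 0.00192. *Duox1* (Entrez Gene 99439) had no reads in untreated WT organoids and 0.174 ± 0.116 RPKM with IL-22, at least 5.30-fold higher. It is a paralog of *Duox2*, and counting could have split reads between them. Without replicate 1 or without replicate 3, *Lcn2*, *Myd88*, *Nos2*, *Duox1* and *Duox2* no longer passed the threshold, and *Tmem173* did not pass without replicate 3. With a pseudocount of 1 RPKM, *Duox1* was not called. From genes such as these and the enriched pathways of Fig 1B, the paper states that most of the genes regulated by IL-22 were involved in immune response and in defence against infection and stress.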

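*Areg* (Entrez Gene 11839) had 11.3 ± 0.417 RPKM in untreated WT organoids and 25.4 ± 9.88 RPKM with IL-22 (SD, n = 3), a log2 fold change of 1.10 (standard error 0.20, limma adjusted *p* = 0.0459). Its call was lost with eBayes without the variance trend, with median centring and without replicate 1 or replicate 3. *Steap4* (Entrez Gene 117167), a member of the STEAP family of metalloreductases, was not detected in the 3 untreated libraries and had 2.15 ± 0.853 RPKM with IL-22, at least 39.1-fold higher (limma adjusted *p* = 0.00130). *Lrg1* (Entrez Gene 76905), which encodes a leucine-rich alpha-2-glycoprotein, was not detected without IL-22 either and had 7.45 ± 3.07 RPKM with it, at least 58.3-fold higher (limma adjusted *p* = 0.00348).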

Other up-regulated genes were involved in wound repair (e.g., Amphiregulin, *Areg* [17]) and have been recently implicated in CRC cell proliferation, such as *Steap4* [30] and *Lrg1* [31]. Notably, however, no cell cycle genes were induced by 3 hours, and many metabolic pathways were down-regulated, including the Aryl hydrocarbon receptor (AhR) pathway, recently implicated in maintaining the intestinal stem cell niche [32], and cellular lipid metabolism. 

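Cell cycle genes were tested as lists of G1/S and G2/M genes. None of the 35 genes of G1/S, and none of the 32 of G2/M, was called in WT organoids. Adjusted over the list alone, 0 of either passed. Their median log2 fold changes with IL-22 were -0.14 for G1/S (camera of limma, adjusted *p* = 0.247) and -0.39 for G2/M (camera of limma, adjusted *p* = 0.00129). The lower level of the G2/M genes, of which 6 of 32 rose, did not pass under fry (adjusted *p* = 0.231) or with the estimated correlation (0.604). For the AhR pathway, 11 of 12 listed genes were expressed, with a median log2 fold change of -0.35 (camera of limma, adjusted *p* = 0.496), and 3 of the 11 rose. Its target *Cyp1a1* (Entrez Gene 13076) fell from 14.8 ± 1.19 to 1.79 ± 0.0806 RPKM (SD, n = 3), a log2 fold change of -3.04 (standard error 0.47, limma adjusted *p* = 0.0309). The repressor *Ahrr* (Entrez Gene 11624) rose from 0.0530 ± 0.0258 to 0.352 ± 0.126 RPKM, a log2 fold change of 2.54 (standard error 0.43, limma adjusted *p* = 0.0406). These were the 2 AhR genes called, and 3 passed adjusted over the list alone. For lipid metabolism, 44 of 45 listed genes were expressed, with a median of -0.12 (camera of limma, adjusted *p* = 0.110), and 19 of the 44 rose. In this list 2 genes were lowered and 1 was raised at an adjusted *p* under 0.05, and 7 passed adjusted over the list alone. The lipid genes passed under fry (0.0305) and not with the estimated correlation (0.335).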

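*Nanog* was listed at 0 in all 12 libraries. *Sox2* (Entrez Gene 20674) was at or under 3 reads in every WT library, so no fold change could be given for it. *Dot1l* (Entrez Gene 208266), a histone H3 methyltransferase gene, had 23.6 ± 4.23 RPKM in untreated and 20.0 ± 13.2 RPKM in IL-22–treated WT organoids (SD, n = 3), a log2 fold change of -0.60 (standard error 0.46, limma adjusted *p* = 0.499). Its value in replicate 2 with IL-22, the library short of long transcripts, was 4.76 RPKM, against 28.5 and 26.8 in replicates 1 and 3. Without replicate 2 the direction reversed to a log2 fold change of 0.17. In neither case was the change past the threshold.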

We also did not find up-regulation of genes previously implicated in “cancer stemness,” such as *Nanog*, *Sox2*, or *Dot1l* [8]. However, we did detect some overlap with genes that have also been found to be up-regulated by IL-22 in colonic organoids [28]. Notable exceptions were genes involved in retinoic acid metabolism and vasculature development, which were not enriched in small intestine organoids (S1C and S1D Fig). In summary, the main role of IL-22 in the small intestine appears to be protection from infection, through synthesis of antimicrobial proteins, increased mucus production, and oxidative stress.

**Fig 1:**
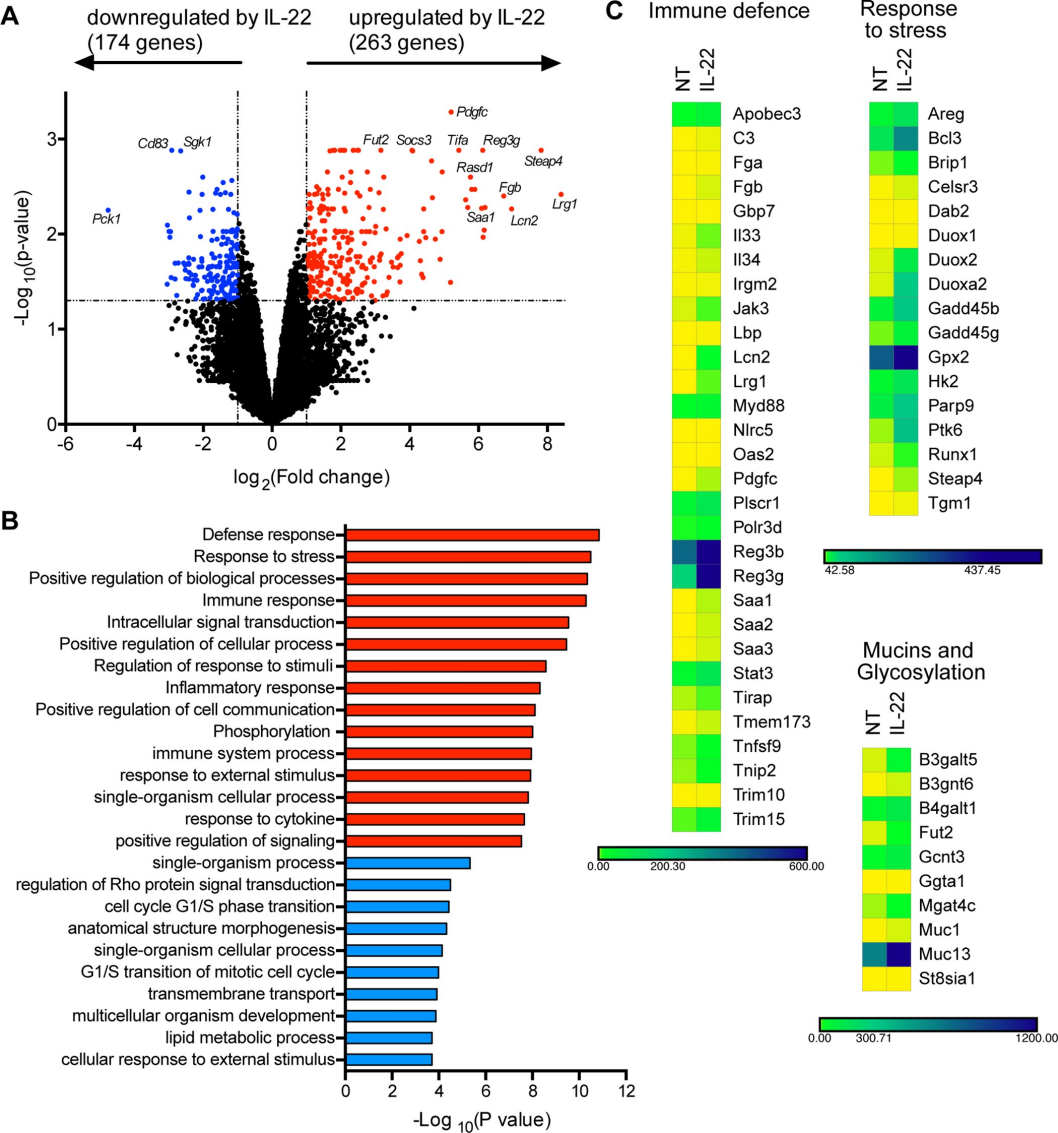
IL-22 regulates genes involved in intestinal immune defence responses. WT organoids were treated with IL-22 (2 ng/ml) for 3 hours. RNA was isolated for RNAseq analysis. (A) Volcano plot showing fold change (log_2_) in gene expression of WT organoids treated with IL-22 (2 ng/ml) for 3 hours compared to untreated WT organoids, plotted against significance (−log_10_[*p*-value]). Red = significantly up-regulated gene (fold change > 2, *p* < 0.05), blue = significantly down-regulated genes (fold change < 0.5, *p* < 0.05). (B) Functional enrichment analysis (GO term: “Biological processes”) for genes up- or down-regulated in WT organoids treated with IL-22, compared to untreated WT organoids. Shown are the top 15 up-regulated (red) and 10 down-regulated pathways (blue). (C) Heatmaps displaying mRNA expression level of significantly regulated genes in WT organoids either not treated or treated with IL-22. Genes of interest were manually grouped by their main biological function. Numerical values for panel B are available in S1 Data and for panels A and C in S2 Table. GO, gene ontology; IL-22, interleukin-22; NT, not treated; RNAseq, RNA sequencing; WT, wild-type.

### Defective IL-22–mediated gene regulation in APC-mutant intestinal epithelial cells

Because IL-22 has been implicated in promoting stemness and proliferation in CRC cell lines [8,15–17], we asked how transformed small intestinal epithelial cells responded to IL-22. 

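*Apc* Min/Min organoids grow from transformed epithelium of *Apc* Min/+ mice, in which the remaining WT copy of *Apc* has been lost. Their RNAseq data covered 3 untreated cultures and 3 treated with IL-22, again joined in pairs by the labels, sequenced and processed together with the WT libraries. The 12 libraries shared 2 lanes, and the labels do not say which library ran in which lane. Replicates 1, 2 and 3 held 21206059, 21161333 and 18575826 reads on genes when untreated (median 21161333) and 20792866, 21719141 and 22145717 with IL-22 (median 21719141). The IL-22 effect in each genotype, and the difference between genotypes in that effect, came from the same limma fit of all 12 libraries. Genes were called in *Apc* Min/Min organoids at an adjusted *p* under 0.1 and under 0.05. The value of 0.1 is that of the paper for this genotype, whose text does not state an adjustment. The transcript of *Apc* itself (Entrez Gene 11789) did not tell the genotypes apart, with values that overlapped. It stood at 20.5, 19.1 and 17.7 RPKM in the untreated and 21.6, 4.46 and 21.2 RPKM in the IL-22–treated WT libraries of replicates 1, 2 and 3. In *Apc* Min/Min organoids it stood at 14.1, 22.0 and 23.1 RPKM without and 8.23, 21.7 and 21.3 RPKM with IL-22. *Axin2* and *Lgr5*, targets of β-catenin, did tell them apart. *Axin2* (Entrez Gene 12006) had 8.33 ± 2.72 RPKM in untreated WT and 153 ± 36.6 RPKM in untreated *Apc* Min/Min organoids (SD, n = 3), and *Lgr5* (Entrez Gene 14160) had 1.60 ± 1.73 and 47.8 ± 7.66 RPKM. The IL-22 library of replicate 1 was short of long transcripts, with a Spearman's rho of -0.57 with exon length across genes. Both libraries of replicate 1 also held traces of enterocyte transcripts that were near absent from replicates 2 and 3.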

We treated transformed *Apc*^*Min/Min*^ small intestine organoids [26] derived from *Apc*^*Min/+*^ mice with IL-22 and performed RNAseq. In contrast to WT cells, we found only a minute number of genes regulated by IL-22 in APC-mutant intestinal epithelial cell, and these were only detectable when reducing the stringency of the *p*-value threshold to *p* < 0.1 (S1A Fig). 

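In *Apc* Min/Min organoids, 0 genes passed an adjusted *p* under 0.1 together with a change of more than 2-fold, and 758 had an unadjusted *p* under 0.05, 393 raised and 365 lowered. The smallest adjusted *p* was 0.100 (limma), a tie that held *Gda*, *Socs3*, *Fut2*, *Reg3g*, *Pdc*, *Lgmn*, *Il4ra*, *Chst4* and *Plscr1*. With each genotype fitted alone, 0 genes were called here as well, and 2386 had an unadjusted *p* under 0.05, more than in WT fitted alone. The count at 0.1 changed most with the pair as a random effect, which called 35 genes. Without *Apc* Min/Min replicate 1, 31 genes were called, of which 1 of the 20 raised genes was also raised in WT. The difference between genotypes in the IL-22 effect, tested for each gene in the same fit, passed an adjusted *p* under 0.05 for 0 genes and under 0.1 for 24, with 1067 at an unadjusted *p* under 0.05. Its smallest adjusted *p* was that of *Pdgfc* (Entrez Gene 54635), with a log2 difference of -4.65 (standard error 0.32, limma adjusted *p* = 0.0528), from a rise of 5.18 in WT and 0.53 in *Apc* Min/Min organoids. With a pseudocount of 1 RPKM, the difference passed for 46 genes.
Of the 347 genes called in WT, 225 (64.8%) changed in the same direction in all 3 *Apc* Min/Min pairs. Of the 10989 other genes with a mean of at least 1 RPKM, 22.6% rose and 23.6% fell in all 3, so 23.0% would be expected if the direction in WT had no bearing, a comparison chosen after seeing the data. With the trend with exon length removed, also chosen after seeing the data, the shares were 65.4% and 24.8%. The 221 genes raised in WT had a median log2 fold change of 2.07 there and 0.50 in *Apc* Min/Min organoids, and the 126 lowered genes -1.72 and -0.33. With genes at or under 3 reads set at their bounds, these medians were 1.63 and 0.42 for the raised genes, and -1.30 and -0.28 for the lowered genes. Genes chosen for their change in WT tend to overstate it there. Genes were therefore also called in 2 WT pairs and measured in the pair left out, which gave medians between 1.41 and 1.56 in that WT pair and between 0.32 and 0.35 over the *Apc* Min/Min pairs. The paper contrasts the few genes regulated in APC-mutant cells with the response of WT cells. For the nonresponsiveness of *Apc* Min/Min organoids it also cites RT-qPCR.

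**Figure D1:**
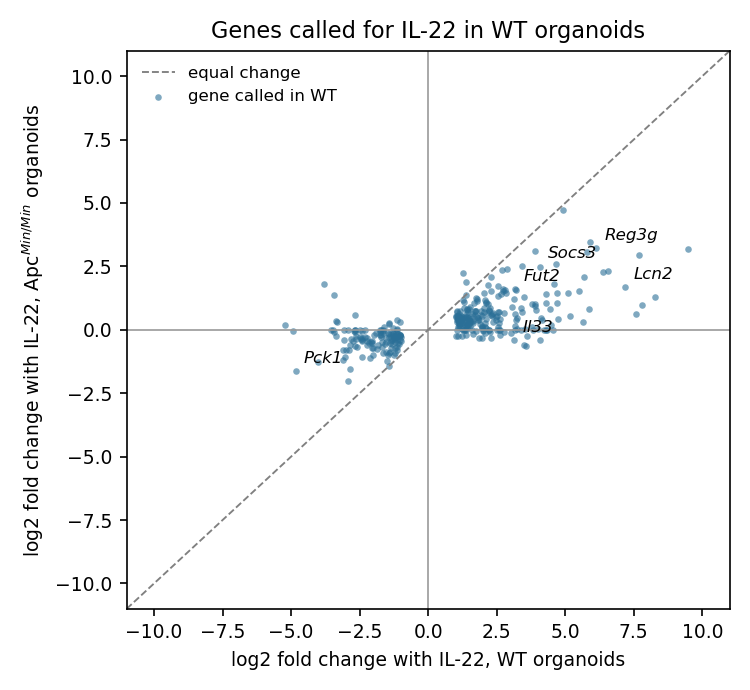
Fitted log2 fold change with IL-22 of the 347 genes called in WT organoids, in WT organoids on the x axis and in *Apc* Min/Min organoids on the y axis, with 1 point per gene. The points lie mostly between the line of equal change and the line of no change in *Apc* Min/Min organoids.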

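Fig 2A shows *Reg3g*, *Steap4*, *Pdc*, *Socs3*, *Gda*, *Chst4*, *Fut2*, *Lgmn*, *Jak3*, *Plscr1* and *Il4ra*. In *Apc* Min/Min organoids, each of these 11 genes rose in all 3 pairs, with fitted log2 fold changes between 1.05 and 3.47 and limma adjusted *p* between 0.100 and 0.137. The 3.47 was that of *Pdc*, for which only the lower bound of 1.85-fold holds, as its untreated libraries were at or under 3 reads. Adjusted over the list alone, all 11 passed 0.05, which is not independent evidence because the paper picked them on these libraries. Some of them were called at 0.1 under settings chosen beforehand. These were a pseudocount of 0.1 RPKM (8 genes), a pseudocount of 1 RPKM (6), a filter on low expression (8), quantile normalisation (10), no replicate block (7), the pair as a random effect (10) and the fit without *Apc* Min/Min replicate 1 (1). Under settings chosen after seeing the data, voom called 9 of them and removal of the length trend 8. *Socs3* (Entrez Gene 12702) rose from 4.77 ± 0.860 to 26.9 ± 5.88 RPKM (SD, n = 3) in *Apc* Min/Min and from 12.0 ± 3.38 to 197 ± 17.8 RPKM in WT organoids. Its log2 fold changes were 2.49 (standard error 0.23, limma adjusted *p* = 0.100) and 4.07 (standard error 0.23, limma adjusted *p* = 0.00168). The difference between them was -1.58 (limma adjusted *p* = 0.314). *Gda* (Entrez Gene 14544), a guanine deaminase gene, rose from 1.19 ± 0.164 to 5.62 ± 0.357 RPKM in *Apc* Min/Min organoids, a log2 fold change of 2.23 against 1.27 in WT. In WT organoids, 10 of the 11 were called, all except *Pdc* (Entrez Gene 20028). The WT call of *Chst4* was lost without any of the 3 WT replicates, without the replicate block, with the pair as a random effect and with quantile normalisation. That of *Gda* was lost without WT replicate 1 or 3 and with quantile normalisation. *Pdc* was not detected in WT libraries and had 0.178 ± 0.0781 RPKM in IL-22–treated *Apc* Min/Min organoids, at least 1.85-fold higher than without IL-22. The fitted rise was larger in WT than in *Apc* Min/Min organoids for 8 of the 11 genes, with medians of 2.06 and 1.89, or 2.06 and 1.60 with genes at the read limit at their bounds. The lowest adjusted *p* of the difference between genotypes among them was 0.0784, for *Steap4* (limma). Adjusted over the list alone, the difference passed for 9 of the 11, of which 2 had the larger change in *Apc* Min/Min organoids, with the same limit from how the genes were picked. As a list, their median difference was -0.89 (camera of limma, adjusted *p* = 2.56e-05), which passed under fry (adjusted *p* = 0.00662) and not with the estimated correlation (0.160). The difference changed sign for *Chst4* with a pseudocount of 1 RPKM and for *Plscr1* with quantile normalisation.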

Ten of the 11 up-regulated genes were also induced by IL-22 in WT cells, indicating that IL-22 did not activate a different gene transcription programme in transformed cells (Fig 2A). The nonresponsiveness of *Apc*^*Min/Min*^ organoids to IL-22 was confirmed by RT-qPCR analysis (Fig 2B). Note that even at later time points, the gene transcription response to IL-22 was similarly reduced (Fig 2C), confirming that IL-22 did not activate a gene transcription programme in *Apc*^*Min/Min*^ organoids.

**Fig 2:**
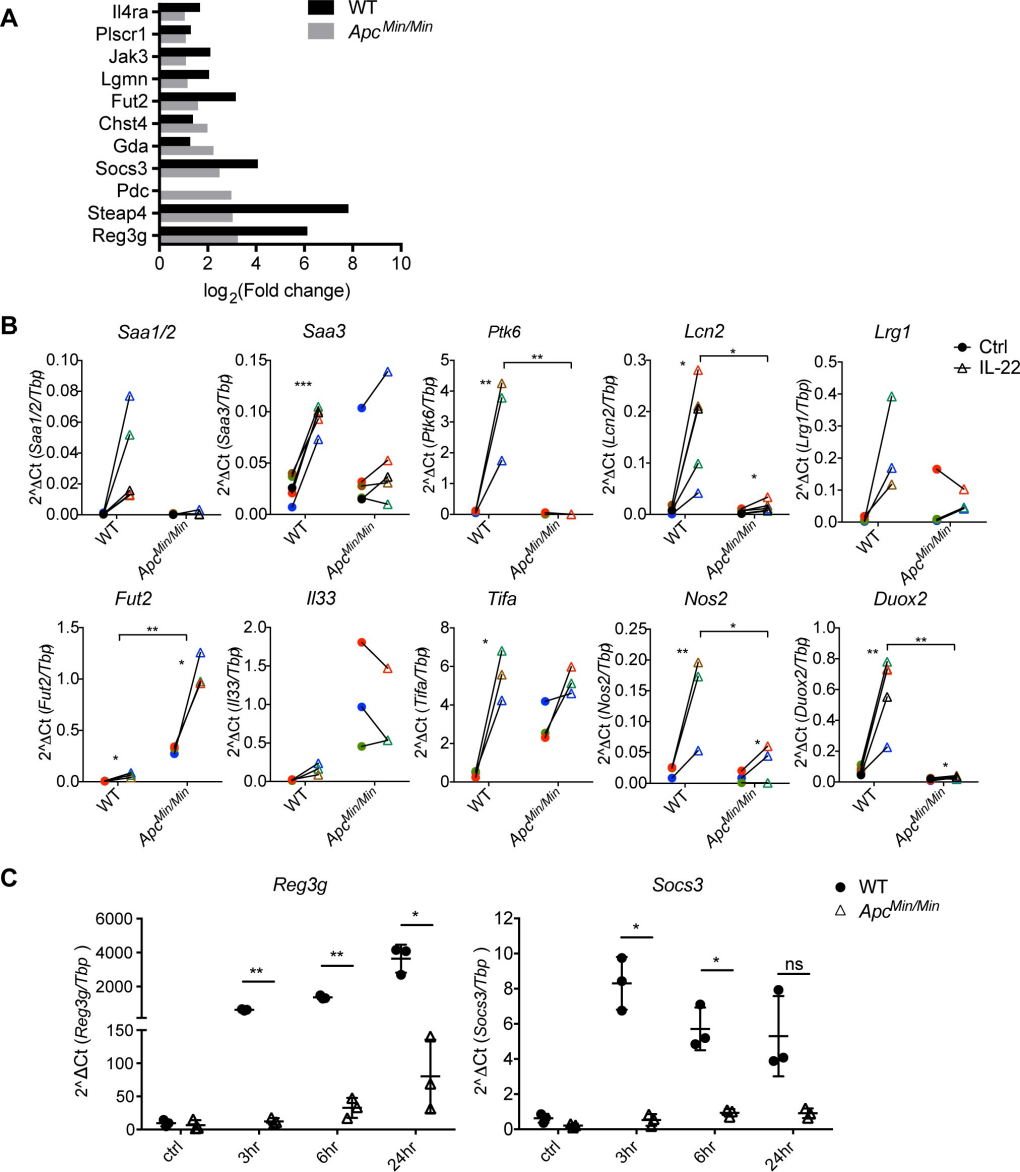
APC-mutant intestinal epithelial cells are defective in IL-22 mediated gene regulation. (A). WT and *Apc*^*Min/Min*^ organoids were treated with IL-22 (2 ng/ml) for 3 hours. RNA was isolated for RNAseq analysis. Graph shows the fold change of genes induced by IL-22 in WT and *Apc*^*Min/Min*^ organoids. The 11 genes shown were the only genes up-regulated by IL-22 in *Apc*^*Min/Min*^ organoids (*p* < 0.1). (B) Expression of candidate up-regulated genes from RNAseq data were verified by RT-qPCR. Data shown are relative levels of mRNA for genes of interest relative to *Tbp* expression. At least 3 independent experiments were performed in each case. *p < 0.05, **p < 0.01, ***p < 0.001 on paired *t* test. (C). WT and *Apc*^*Min/Min*^ organoids were treated with IL-22 (10 ng/ml) for 3, 6, or 24 hours, and RT-qPCR analysis was performed. Data show the relative expression of mRNA for *Reg3g* or *Socs3* compared to *Tbp*. Three independent experiments were performed. *p < 0.05, **p < 0.01, paired *t* test. Numerical values for (A), (B), and (C) are available in S1 Data. APC, adenomatous polyposis coli; IL-22, interleukin-22; *Reg3g*, regenerated islet-derived protein 3 gamma; RNAseq, RNA sequencing; RT-qPCR, quantitative reverse transcription polymerase chain reaction; *Socs3*, Suppressor of cytokine signalling 3; *Tbp*, TATA box binding protein; WT, wild-type.

### Transformed intestinal epithelial cells respond poorly to IL-22 due to specific down-regulation of the IL-22 receptor

To understand the almost complete lack of response to IL-22 in *Apc*^*Min/Min*^ organoids, we investigated the activation of components of the IL-22 signalling pathway. The most prominent effect of IL-22 in epithelial cells is activation of Janus Kinase 1/Tyrosine kinase 2 (JAK1/Tyk2)-mediated phosphorylation of STAT3 at Tyrosine 705 to regulate gene expression [33]. We first measured STAT3 expression by flow cytometry and confirmed that WT and *Apc*^*Min/Min*^ organoids have similar levels of STAT3 (S2A Fig). We then stimulated organoids with IL-22 and measured STAT3 phosphorylation at the activating residue Tyrosine 705 (pSTAT3) by immunostaining. IL-22 induced robust STAT3 phosphorylation in both WT and *Apc*^*Min/Min*^ organoids (Fig 3A) with corresponding accumulation of pSTAT3 in the nucleus. However, consistently lower levels of pSTAT3 were induced in *Apc*^*Min/Min*^ organoids compared to WT organoids (approximately 50% lower, Fig 3B). Moreover, this reduced response to IL-22 was neither improved after longer times nor was it improved when higher doses of IL-22 were used (Fig 3C and 3D). Phos-tag gels confirmed that a smaller proportion of the total STAT3 was phosphorylated in response to IL-22 in *Apc*^*Min/Min*^ organoids (S2B Fig).

**Fig 3:**
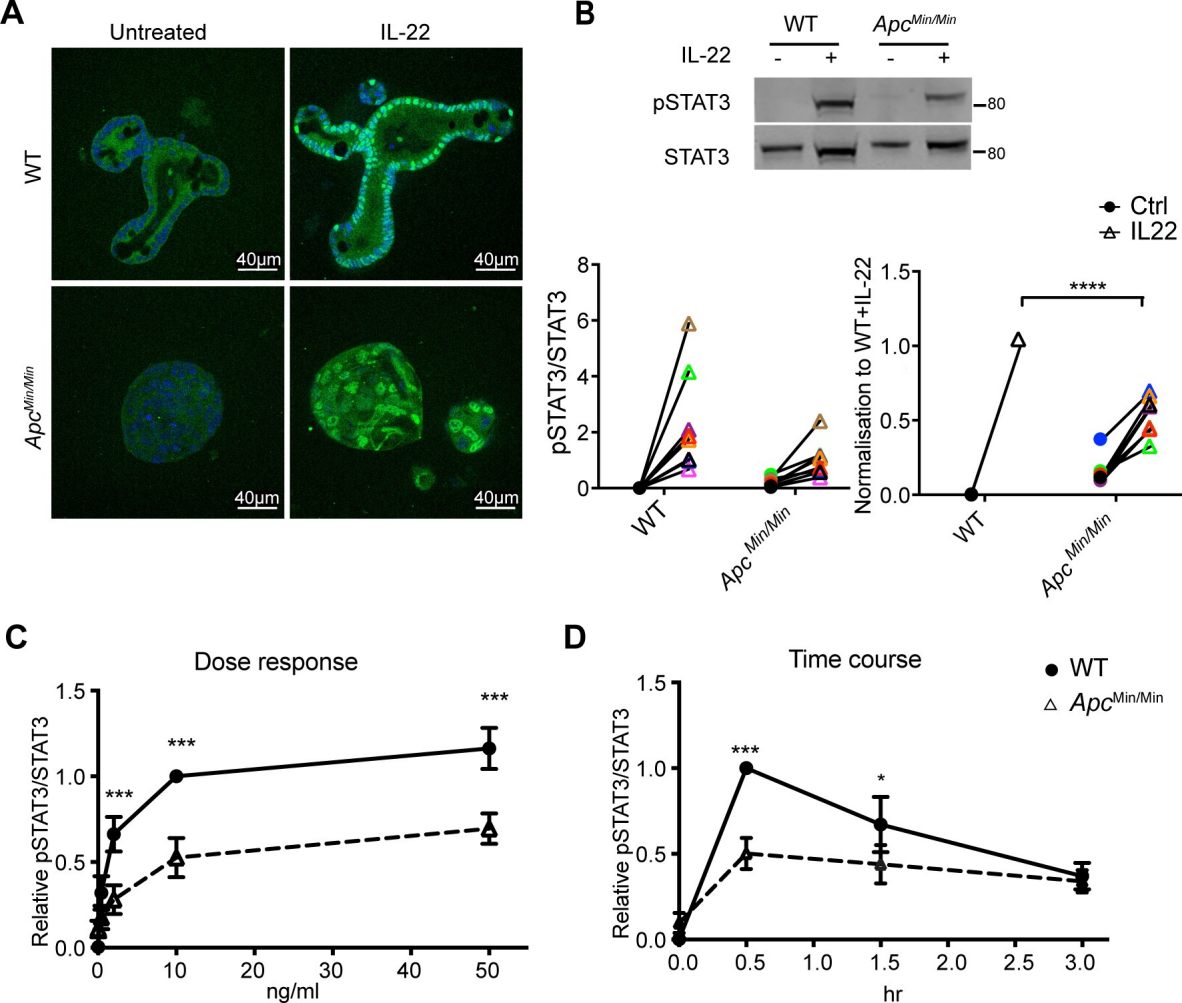
Differences in IL-22–induced STAT3 phosphorylation in WT and *Apc*^*Min/Min*^ organoids. (A). WT and *Apc*^*Min/Min*^ organoids were stimulated with IL-22 (10 ng/ml) for 0.5 hours. Organoids were fixed and immunostained with STAT3 antibodies (green), and nuclei were visualised with Hoechst (blue). (B). Immunoblots and corresponding quantification of pSTAT3 (Tyr705) in WT and *Apc*^*Min/Min*^ organoids with or without IL-22 stimulation. Relative level is expressed as the ratio of pSTAT3 (Tyr705) to total STAT3 in each sample and normalised to the corresponding ratio in WT organoids treated with IL-22 in each experiment. (C) Dose response of pSTAT3 (Tyr705) in organoids treated with 0.4, 2, 10, or 50 ng/ml IL-22 for 0.5 hours. (D). Time course of pSTAT3 (Tyr705) in organoids stimulated with IL-22 (10 ng/ml) for 0.5, 1, or 3 hours. pSTAT3/STAT3 levels in panels C and D were quantified by immunoblotting and normalised to WT + IL-22 at 10 ng/ml IL-22 and at 0.5 hours, respectively. *p < 0.05, **p < 0.01, ***p < 0.001, two-way ANOVA. Numerical values for (B), (C), and (D) can be found in S1 Data. Apc, adenomatous polyposis coli; IL-22, interleukin-22; pSTAT3, phosphorylated STAT3; STAT3, signal transducer and activator of transcription 3; Tyr705, Tyrosine 705; WT, wild-type.

These data indicated that transformed *Apc*^*Min/Min*^ intestinal epithelial cells are intrinsically defective in activating JAK1/Tyk2-mediated phosphorylation of STAT3 in response to IL-22. To determine whether this effect was specific to IL-22, we tested whether other cytokines also produced reduced activation of STATs in *Apc*^*Min/Min*^ compared to WT organoids. IL-6 increases pSTAT3 in intestinal epithelial cells [34], and interferon (IFN)α activates STAT1 phosphorylation [35]. We treated organoids with the designer cytokine hyper IL-6 (a fusion of the soluble IL-6 receptor [sIL-6R] with IL-6), which bypasses the requirement for the IL-6 receptor α chain to directly activate the gp130 receptor [36], or with IFNα. We found that hyper IL-6 induced pSTAT3 (Fig 4A) and IFNα induced pSTAT1 (Fig 4B) similarly in WT and *Apc*^*Min/Min*^ organoids (S2D Fig). Therefore, the reduced levels of pSTAT3 in *Apc*^*Min/Min*^ organoids are specific to IL-22 responses.

**Fig 4:**
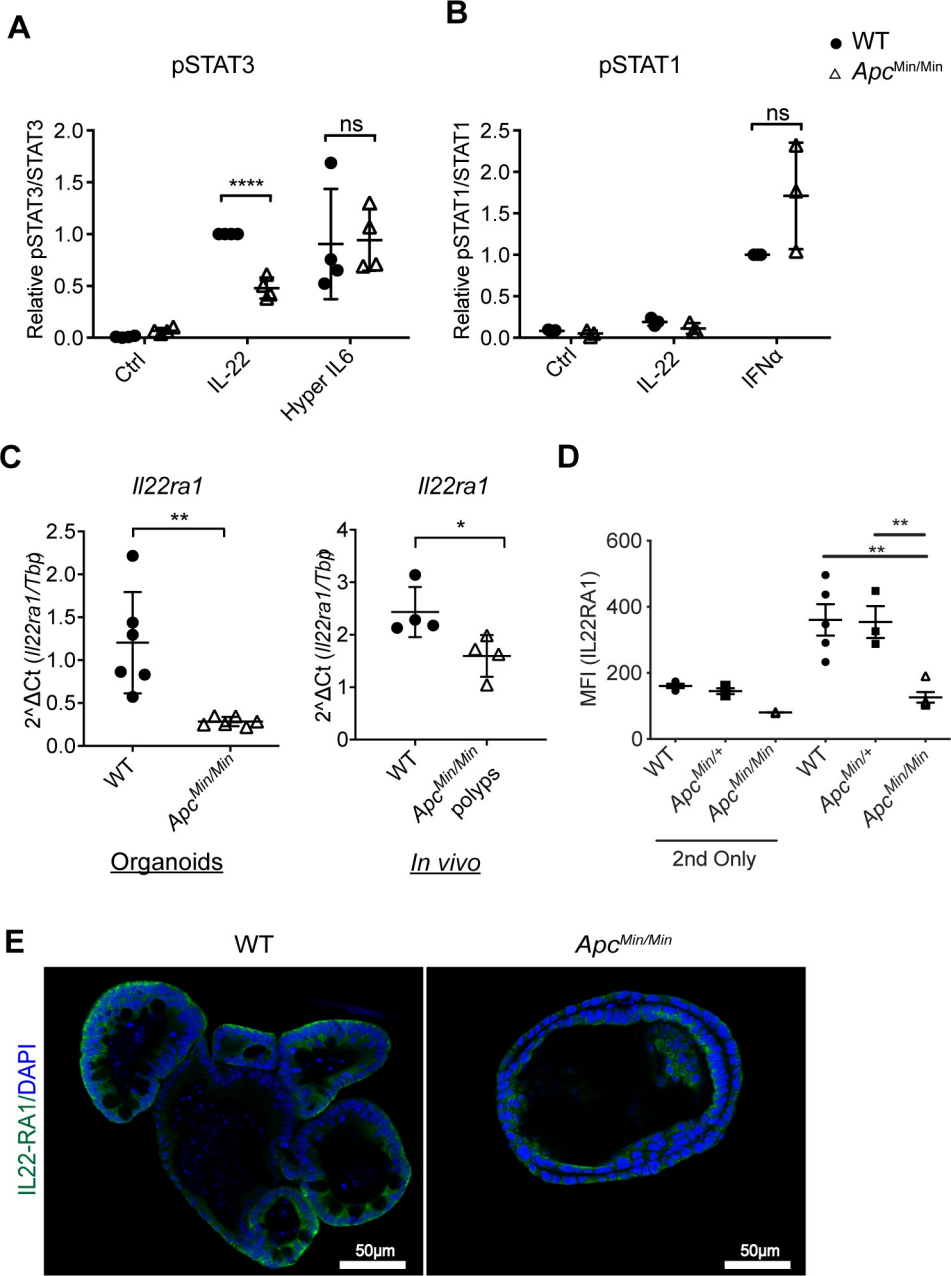
*Apc*^*Min/Min*^ organoids lose expression of the IL-22 receptor. (A) Amount of pSTAT3 (Tyr705)/STAT3 in WT and *Apc*^*Min/Min*^ organoids stimulated with IL-22 (10 ng/ml) or hyper IL-6 (50 μM) for 0.5 hours, normalised to that in WT treated with IL-22 in each experiment. **p < 0.01, paired *t* test. (B) pSTAT1 (Tyr701)/STAT1 in WT and *Apc*^*Min/Min*^ organoids untreated or stimulated with IL-22 or IFNα (1,000 U/ml) for 0.5 hours, normalised to that in WT cells treated with IFNα in each experiment. (C) RT-qPCR analysis of *Il22ra1* expression in WT and *Apc*^*Min/Min*^ organoids, and in tissue biopsies (*in vivo*) from WT intestines or polyps from *Apc*^*Min/+*^ mice. Organoids, *n* = 6, tissue, *n* = 3. *p < 0.05, two-tailed *t* test. (D) WT, *Apc*^*Min/+*^, or *Apc*^*Min/Min*^ organoids were dissociated, and IL22RA1 expression was measured by flow cytometry. MFI of IL22RA1 staining from 3 biological replicates is plotted. “2nd only” reflects samples that were stained only with secondary antibody (i.e., not exposed to primary antibodies). **p < 0.01 on one-way ANOVA. (D) WT and *Apc*^*Min/Min*^ organoids were fixed and immunostained with IL22RA1 antibodies (green), and nuclei were stained with Hoechst (blue). Numerical values for (A), (B), (C), and (D) are available in S1 Data. Apc, adenomatous polyposis coli; IFN, interferon; IL-22, interleukin-22; IL22RA1, interleukin 22 receptor subunit alpha 1; MFI, mean fluorescence intensity; pSTAT3, phosphorylated STAT3; STAT1/3, signal transducer and activator of transcription 1/3; Tyr705, Tyrosine 705; RT-qPCR, quantitative reverse transcription polymerase chain reaction; WT, wild-type.

These results suggest that the reduction in pSTAT3 levels in *Apc*^*Min/Min*^ cells in response to IL-22 was caused by differences upstream of STAT activation, at the level of the cytokine receptor. Indeed, our RNAseq data revealed that mRNA for both IL-22 receptor subunits—*Il22ra1* and *Il10rb*—and the signalling components *Jak1* and *Tyk2* were lower in *Apc*^*Min/Min*^ than in WT organoids (S3A and S3B Fig). 

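In untreated organoids, *Il22ra1* (Entrez Gene 230828) had 39.9 ± 6.30 RPKM in WT and 10.8 ± 1.83 RPKM in *Apc* Min/Min organoids (SD, n = 3), a log2 fold change of -1.89 (standard error 0.27, limma adjusted *p* = 0.000169). *Il10rb* (Entrez Gene 16155) had 80.9 ± 4.85 RPKM in WT and 25.0 ± 0.502 RPKM in *Apc* Min/Min organoids, a log2 fold change of -1.69 (standard error 0.10, limma adjusted *p* = 6.29e-07). For both genes, each untreated *Apc* Min/Min library lay below each untreated WT library, and none of the 16 settings tried moved their side of the threshold. *Jak1* (Entrez Gene 16451) had 34.8 ± 1.54 RPKM in WT and 30.9 ± 1.40 RPKM in *Apc* Min/Min organoids. Its log2 fold change was -0.17 (standard error 0.23, limma adjusted *p* = 0.570), a difference that did not pass the threshold in the fit of all 12 libraries. That fit takes its spread from the IL-22 libraries too, including those short of long transcripts. *Jak1* is a long transcript, with exons of 5300 bp. *Jak1* passed when only the 6 untreated libraries were fitted (limma adjusted *p* = 0.0444, range over the settings up to 0.749). Its sign changed with quantile normalisation, to 0.10. *Tyk2* (Entrez Gene 54721) had 15.1 ± 0.408 RPKM in WT and 11.0 ± 0.480 RPKM in *Apc* Min/Min organoids, a log2 fold change of -0.46 (standard error 0.18, limma adjusted *p* = 0.0536). *Tyk2* passed with a pseudocount of 1 RPKM, with the filter on low expression, with quantile normalisation, without WT replicate 2 and in the fit of the untreated libraries alone. It also passed with voom on the recovered reads, a setting chosen after seeing the data, and not under the 10 other settings. These comparisons came from the 4 group means without a block, because the pairs do not join the genotypes. The paper joins these mRNA levels to its measurements of pSTAT3 and proposes that the defect lies upstream of STAT activation, at the cytokine receptor.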

Further analysis by RT-qPCR confirmed that *Apc*^*Min/Min*^ intestinal epithelial cells have significantly lower levels of *Il22ra1* mRNA both in organoids and in polyps in vivo (Fig 4C). We also detected reduced cell surface and total IL-22 receptor expression on *Apc*^*Min/Min*^, but not on heterozygous *Apc^Min/+^*, intestinal epithelial cells (Fig 4D and 4E). This could explain the lower induction of pSTAT3 specifically in response to IL-22 in APC-mutant cells, because gp130 expression (*il6st*) was not down-regulated (S3A Fig).

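*Il6st* (Entrez Gene 16195) had 5.27 ± 0.0837 RPKM in WT and 17.3 ± 3.21 RPKM in *Apc* Min/Min organoids when untreated (SD, n = 3), a log2 fold change of 1.69 (standard error 0.49, limma adjusted *p* = 0.0153). It thus was higher in *Apc* Min/Min organoids, and it was no longer past the threshold without *Apc* Min/Min replicate 2, *Apc* Min/Min replicate 3 or WT replicate 3. With IL-22, the WT libraries held 19.9, 4.77 and 18.9 RPKM of this long transcript in replicates 1, 2 and 3, the replicate with 4.77 RPKM being the one short of long transcripts.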

### Elevated levels of HDACs in APC-mutant intestinal epithelial cells inhibit STAT3 target gene transcription

Hyper IL-6 induced pSTAT3 to similar levels in WT and *Apc*^*Min/Min*^ intestinal epithelial cells. Nonetheless, induction of the STAT3 target gene *Reg3g* was still lower in *Apc*^*Min/Min*^ cells in response to IL-6 compared to WT, although *Socs3* was equivalently induced (Fig 5A). On the other hand, IFNα-STAT1 target genes were equivalently induced in WT and *Apc*^*Min/Min*^ cells (Fig 5B). This confirmed that transcriptional activation for some STAT3 target genes was compromised in *Apc*^*Min/Min*^ intestinal epithelial cells.

**Fig 5:**
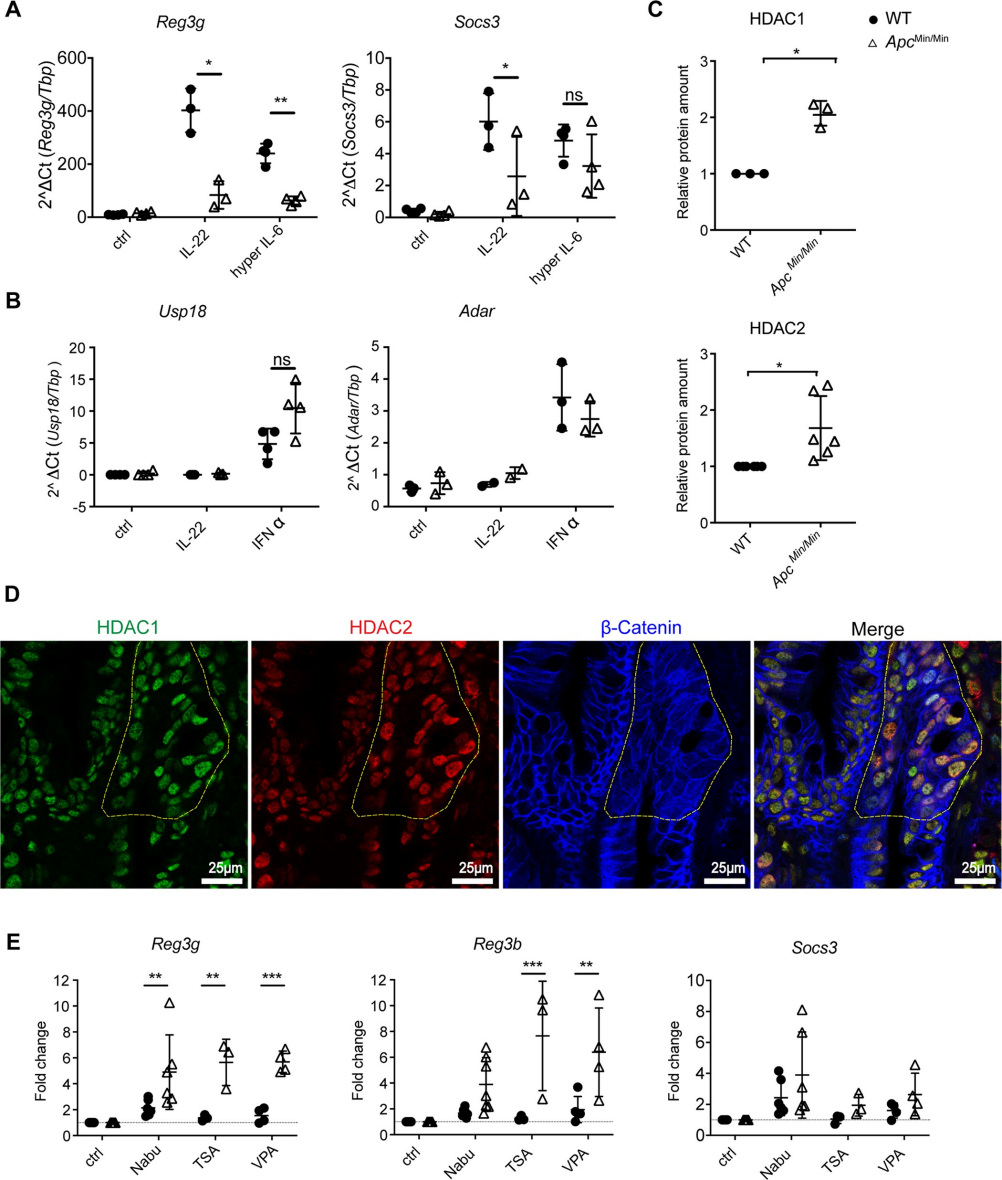
HDAC inhibition partially rescues STAT3-mediated gene transcription in *Apc*^*Min/Min*^ organoids. (A) RT-qPCR analysis of WT and *Apc*^*Min/Min*^ organoids treated with IL-22 (10 ng/ml) or hyper IL-6 (50 μM) for 3 hours. Data show mRNA expression of STAT3 target genes, *Reg3g* or *Socs3*, relative to *Tbp*. (B) RT-qPCR analysis for WT and *Apc*^*Min/Min*^ organoids treated with IL-22 (10 ng/ml) or IFNα (1,000 U/ml) for 3 hours. Data show the expression of STAT1 target genes, *Adar* and *Usp18* relative to *Tbp*. At least 3 independent experiments were performed. *p < 0.05, **p < 0.01, paired *t* test. (C) Western blot analysis of proteins in WT and *Apc*^*Min/Min*^ organoids. Expression of HDAC1 and HDAC2 was normalized to loading control, STAT3, in each sample and expressed relative to that in WT organoids. (D) *Apc*^*Min/+*^ mouse small intestine was fixed and stained with antibodies against HDAC1, HDAC2, and β-catenin. Nuclei were visualised with DAPI. *Apc*^*Min/Min*^ small intestinal polyps (marked by yellow dotted line) were defined by diffuse and increased β-catenin staining. (E) WT and *Apc*^*Min/Min*^ organoids were treated with NaBu (10 mM), TSA (50 nM), or VPA (1 mM) for 16 hours and then stimulated with IL-22 (10 ng/ml) for 3 hours. RT-qPCR was performed. Data show the expression of *Reg3g*, *Reg3b*, and *Socs3* relative to the IL-22–stimulated control in each genotype. **p < 0.01, ***p < 0.005, Two-way ANOVA, with Sidak’s multiple comparison. At least 4 independent experiments were performed. Numerical values for (A), (B), (C), and (E) are available in S1 Data. *Adar*, Adenosine deaminase RNA specific; Apc, adenomatous polyposis coli; HDAC, histone deacetylase; IFN, interferon; IL-22, interleukin-22; NaBu, sodium butyrate; ns, not significant; RT-qPCR, quantitative reverse transcription polymerase chain reaction; *Reg3g*, regenerated islet-derived protein 3 gamma; *Reg3b*, regenerated islet-derived protein 3 beta; *Socs3*, Suppressor of cytokine signalling 3; STAT3, signal transducer and activator of transcription 3; TSA, Trichostatin A; *Usp18*, ubiquitin specific peptidase 18; VPA, valproic acid; WT, wild-type.

Transcription by STAT3 is regulated by a number of factors. In addition to phosphorylation at Tyrosine 705, IL-22 increases the phosphorylation of STAT3 at Serine 727, a site required for maximal STAT3 transcriptional activation [37]. In contrast to pSTAT3 (Tyrosine 705) induction, which was impaired in *Apc*^*Min/Min*^ cells, we did not observe a difference in the level of IL-22–induced pSTAT3 (Serine 727) in WT and *Apc*^*Min/Min*^ organoids (S2C Fig). Once STAT3 is activated, it recruits coactivators such as Nuclear receptor coactivator 1 (NCOA1) or CREB binding protein (CBP)/p300 to the promoter of a target gene. In addition, its activity can also be negatively regulated by type I HDACs, protein inhibitor of activated STAT3 (PIAS3), and suppressor of cytokine signaling 3 (SOCS3) [38–42]. Our RNAseq data revealed lower gene expression of the STAT3 coactivator *Ncoa1* in APC-mutant cells and higher expression of *Hdac1/2* (S3B Fig), but not of any of the other coregulators. 

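*Ncoa1* (Entrez Gene 17977) had 13.8 ± 0.915 RPKM in WT and 4.80 ± 0.470 RPKM in *Apc* Min/Min organoids when untreated (SD, n = 3), a log2 fold change of -1.52 (standard error 0.30, limma adjusted *p* = 0.00165). *Hdac1* (Entrez Gene 433759) had 8.98 ± 1.73 RPKM in WT and 17.4 ± 0.918 RPKM in *Apc* Min/Min organoids and *Hdac2* (Entrez Gene 15182) had 42.4 ± 4.63 RPKM in WT and 89.2 ± 1.98 RPKM in *Apc* Min/Min organoids. Their log2 fold changes were 0.97 (standard error 0.23, limma adjusted *p* = 0.00526) and 1.08 (standard error 0.13, limma adjusted *p* = 7.16e-05). These 3 genes stayed past an adjusted *p* of 0.05 under all 16 settings tried. The change of *Hdac1* was smaller than 2-fold. The other type I histone deacetylase genes *Hdac3* (Entrez Gene 15183) and *Hdac8* (Entrez Gene 70315) had log2 fold changes of 0.42 (standard error 0.17, limma adjusted *p* = 0.0690) and 0.21 (standard error 0.13, limma adjusted *p* = 0.240), with *Hdac3* past the threshold with quantile normalisation, in the untreated libraries alone, without WT replicate 2 and with voom, the last of these chosen after seeing the data. *Crebbp* and *Ep300* had log2 fold changes of -0.71 and -0.70 (limma adjusted *p* = 0.471 and 0.413), and both passed when only the untreated libraries were fitted, *Ep300* also without WT replicate 2. Both are long transcripts, with exons of 7508 and 8750 bp. The untreated libraries alone leave out the IL-22 libraries short of such transcripts. For *Pias3* the log2 fold change was 0.13 (limma adjusted *p* = 0.528). *Socs3* was lower in untreated *Apc* Min/Min organoids, with a log2 fold change of -1.31 (standard error 0.22, limma adjusted *p* = 0.000577).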

We also detected higher protein expression of HDAC1 and HDAC2 in *Apc*^*Min/Min*^ organoids (Fig 5C). Moreover, higher HDAC1 and HDAC2 expression was observed in *Apc*^*Min/Min*^ small intestinal polyps compared with *Apc*^*Min/+*^ cells in vivo (Fig 5D). To further determine whether elevated HDACs contributed to lower expression of STAT3 target genes in APC mutant cells, we measured whether inhibition of HDACs by NaBu, TSA, and VPA could enhance STAT3 transcriptional activity. RT-qPCR results showed that 3 diverse HDAC inhibitors had a stronger effect on *Apc*^*Min/Min*^ than WT organoids in restoring gene expression in response to IL-22 (Fig 5E). Regardless, HDAC inhibition still did not restore IL-22–mediated gene expression in *Apc*^*Min/Min*^ organoids to the level in WT organoids (S3D Fig). This is consistent with our finding that *Apc*^*Min/Min*^ cells express less IL-22R and that IL-22 treatment cannot activate pSTAT3 to the same level as in WT organoids, due to many defects in the IL-22 signalling pathway (S3 Fig). It is also noteworthy that some genes, including *Socs3* (Fig 5E), were minimally affected by HDAC inhibition, suggesting that these genes were not regulated by HDACs. Thus, the defective response of transformed intestinal epithelial cells to IL-22 is potentially a combination of reduced expression of the IL-22 receptor and high levels of HDACs expressed in *Apc*^*Min/Min*^ cells.

### Adenomas in vivo are also defective in responding to IL-22

To test whether the differential response to IL-22 also existed in vivo, we injected WT or *Apc*^*Min/+*^ mice with IL-22 and measured STAT3 phosphorylation. In WT intestinal epithelia, pSTAT3 expression was not observed in PBS-injected control. Upon IL-22 treatment, nuclear pSTAT3 was strongly induced in WT intestinal tissue. In *Apc*^*Min/+*^ mice, IL-22 also induced pSTAT3 nuclear accumulation in untransformed cells. In polyps, which are composed of homozygous *Apc*^*Min/Min*^ cells, a weak signal for nuclear pSTAT3 was already detectable prior to IL-22 treatment. However, there was no significant increase of pSTAT3 in polyps after injecting *Apc*^*Min/+*^ mice with IL-22 (Fig 6A). Note that *Apc*^*Min/Min*^ tissue/polyps are identifiable by diffuse and increased β-catenin staining, confirming that the cells they contain had undergone LOH. In contrast, in *Apc*^*Min/+*^ heterozygous tissue, β-catenin localized to the lateral membranes, and only these cells exhibited strong nuclear pSTAT3 after IL-22 injection. These data confirm that epithelial cells heterozygous for APC mutation respond to IL-22 similarly to WT cells, whereas homozygous mutant *Apc*^*Min/Min*^ cells do not respond to IL-22 in vivo.

**Fig 6:**
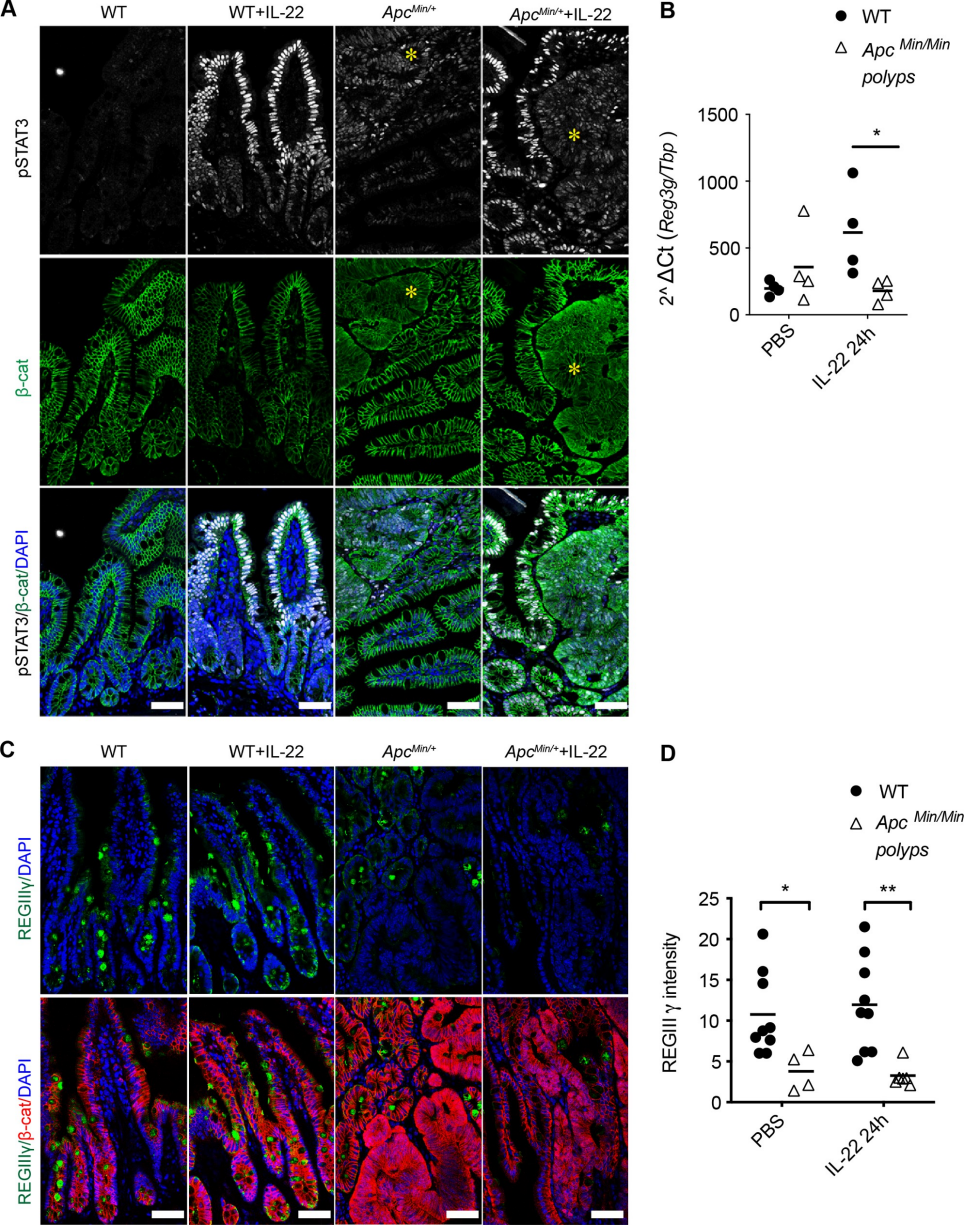
Reduced IL-22 responses in cells in *Apc*^*Min/Min*^ small intestinal polyps in vivo. Mice aged between 88 and 95 days were injected i.p. with 1 μg IL-22 or PBS. (A) Small intestine was harvested after 1 hour and tissue stained with antibodies against pSTAT3 (Tyr705) and β-catenin. Nuclei were stained with DAPI. Asterisk indicate polyps. (B) Small intestine was harvested 24 hours after IL-22 injection. RNA was isolated, and RT-qPCR was performed. Data show the level of *Reg3g* mRNA relative to *Tbp*. *P < 0.05, two-way ANOVA. (C) Small intestine was harvested 24 hours after IL-22 injection, and IHC was performed using antibodies against RegIIIγ and β-catenin. Nuclei were stained with DAPI. Three independent experiments were performed. Number of mice used in total: WT = 3; *Apc*^*Min/+*^ = 6. Scale bar = 50 μm. (D) Mean fluorescence intensity for RegIIIγ in the epithelial area analysed using Fuji software. Each dot represents the mean fluorescence intensity in 1 confocal image. *p < 0.05, **p < 0.01, *t* test. Numerical values for (B) and (D) are available in S1 Data. β-cat, β-catenin; Apc, adenomatous polyposis coli; DAPI, 4',6-diamidine-2'-phenylindole dihydrochloride; IHC, immunohistochemistry; IL-22, interleukin-22; i.p., intraperitoneal; pSTAT3, phosphorylated signal transducer and activator of transcription 3; *Reg3g* or RegIIIγ, Regenerated islet-derived protein 3 gamma; RT-qPCR, quantitative reverse transcription polymerase chain reaction; Tyr705, Tyrosine 705; WT, wild type.

We next asked whether the lack of pSTAT3 induction resulted in lower STAT3 target gene expression in *Apc*^*Min/Min*^ polyps. *Reg3g* was one of the most highly induced antimicrobial genes in response to IL-22 in organoids. 

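In the RNAseq data, *Reg3g* stood at 113, 247 and 150.2 RPKM in untreated and 8014, 22682 and 7735 RPKM in IL-22–treated WT organoids of replicates 1, 2 and 3. It is a short transcript of 774 bp, and replicate 2 with IL-22 held relatively more reads of short transcripts. Among the 221 genes raised in WT organoids, *Reg3g* ranked 2nd by mean RPKM with IL-22, 2nd by the RPKM gained and 9th by fitted log2 fold change. The gene ahead of it in level and gain was its paralog *Reg3b*. In *Apc* Min/Min organoids, *Reg3g* stood at 48.6, 46.6 and 54.0 RPKM without and 888, 298 and 383 RPKM with IL-22. It rose in every pair, with a log2 fold change of 3.23 (standard error 0.34, limma adjusted *p* = 0.100). The difference between genotypes in its log2 fold change was -2.89 (limma adjusted *p* = 0.182, from 0.0475 to 0.683 over the settings tried). The lowest of these came once the trend with exon length was removed, a setting chosen after seeing the data.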

Consistent with our in vitro data, *Reg3g* mRNA was induced in response to IL-22 in WT, but not in *Apc*^*Min/Min*^ tissue (Fig 6B). We also observed significantly lower expression of RegIIIγ peptides in polyps compared to WT or *Apc*^*Min/+*^ epithelia with or without IL-22 injection (Fig 6C and 6D). Thus, the loss of IL-22 responsiveness in homozygous *Apc*^*Min/Min*^ cells was also recapitulated in vivo.

### IL-22 induces oxidative stress and promotes early intestinal tumorigenesis

Since transformed *Apc*^*Min/Min*^ tissue responded poorly to IL-22, we reasoned that IL-22 must contribute to intestinal tumorigenesis by acting on *Apc*^*Min/+*^ cells, before LOH drives loss of IL-22 responses. Many inflammatory cytokines induce production of reactive oxygen and nitrogen species (RONS) as part of the defence response. Importantly, these free radicals can also cause DNA damage. We hypothesized that IL-22–induced oxidative stress could promote tumorigenesis by driving DNA damage. 

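*Nos2* (Entrez Gene 18126) stood at 0.312, 0.923 and 0.289 RPKM in untreated and 6.44, 6.11 and 5.81 RPKM in IL-22–treated WT organoids of replicates 1, 2 and 3, a log2 fold change of 3.77 (standard error 0.45, limma adjusted *p* = 0.0140). *Duox2* (Entrez Gene 214593) stood at 0.738, 0.965 and 0.708 RPKM without and 31.3, 5.45 and 22.7 RPKM with IL-22, a log2 fold change of 4.28 (standard error 0.55, limma adjusted *p* = 0.0175). The replicate with 5.45 RPKM of *Duox2* was the library short of long transcripts. *Parp9* (Entrez Gene 80285) rose from 17.7 ± 2.57 to 48.0 ± 6.35 RPKM (SD, n = 3), a log2 fold change of 1.44 (standard error 0.17, limma adjusted *p* = 0.0140), and its call was lost without replicate 1. *Gadd45g* (Entrez Gene 23882) rose from 2.99 ± 0.818 to 13.9 ± 5.67 RPKM, a log2 fold change of 2.17 (standard error 0.34, limma adjusted *p* = 0.0310). Its call was lost without any of the 3 replicates and without the variance trend. Over a list of 21 DNA damage genes, the median log2 fold change was -0.13, with 9 of the 21 higher (camera of limma, adjusted *p* = 0.524). At an adjusted *p* under 0.05, 4 of them were raised and 1 was lowered, and adjusted over the list alone 10 passed, 6 of them raised (limma).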

Our RNAseq data indicated that IL-22 up-regulated the iNOS *Nos2* and Dual oxidases (*Duox1/2*) (Figs 1C and 2C), as well as several genes involved in DNA damage (e.g., *Parp9*, *Gadd45g*). We confirmed that IL-22 increased *Nos2* and *Duox2* mRNA in WT cells (S4A Fig). Moreover, IL-22 induced iNOS protein in both WT and heterozygous *Apc*^*Min/+*^ cells (Fig 7A and 7B). The DNA damage marker γH2AX was also increased by IL-22 in both WT and *Apc*^*Min/+*^ cells (Fig 7A and 7B and S4B Fig). This suggested that IL-22–induced DNA damage could contribute to LOH and initiate APC-mutation–dependent intestinal transformation.

**Fig 7:**
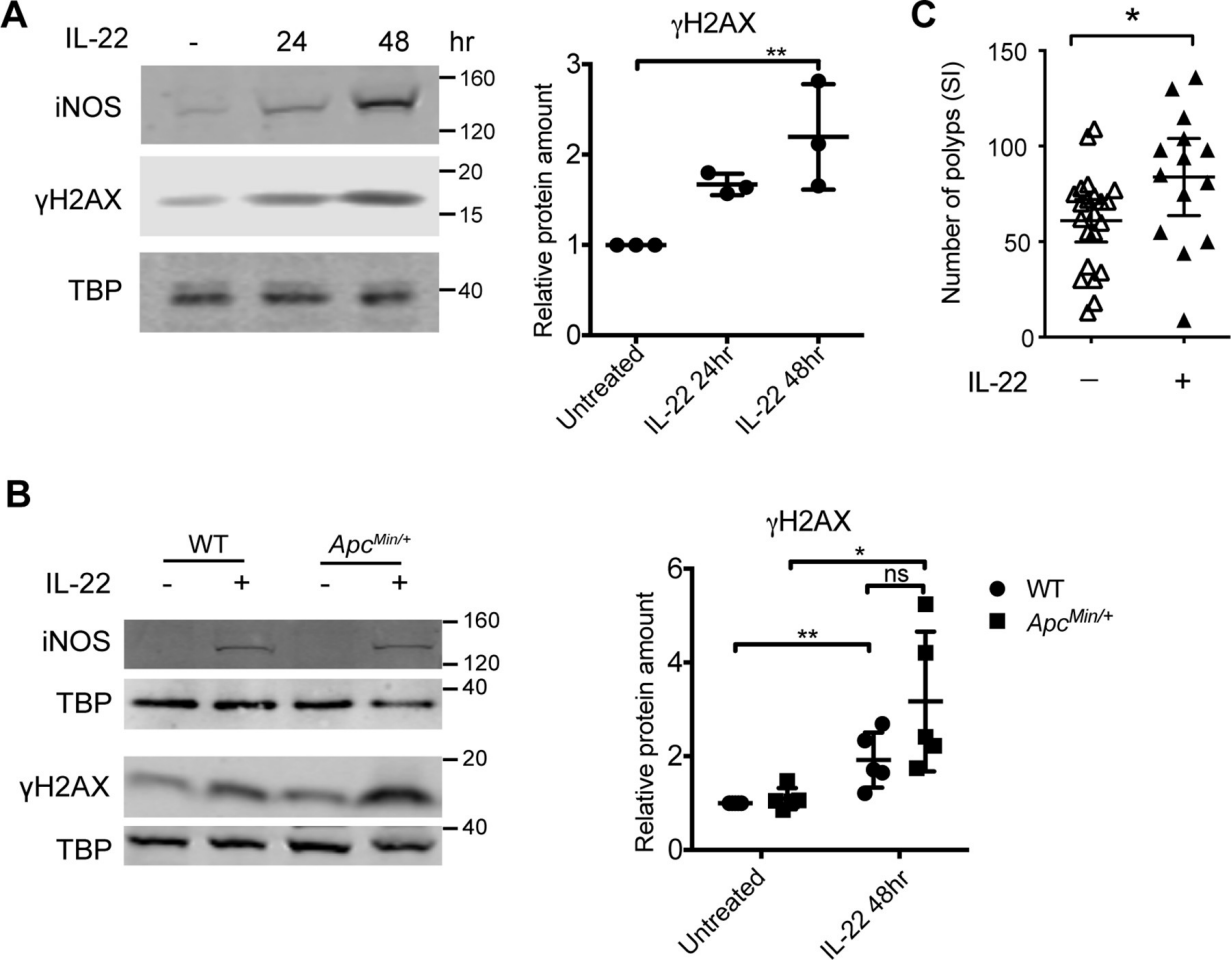
IL-22 increases iNOS and DNA damage in *Apc*^*Min/+*^ organoids. (A) Western blot of iNOS or γH2AX in WT organoids treated with IL-22 (10 ng/ml) for 24 or 48 hours. (B) Western blotting for iNOS or γH2AX in WT or *Apc*^*Min/+*^ organoids treated with IL-22 (10 ng/ml) for 48 hours. TBP was used as loading control. The ratio of γH2AX to TBP in each sample was normalised to untreated control in each experiment. At least 3 independent experiments were performed. *p < 0.05, paired *t* test. (C) *Apc*^*Min/+*^ mice aged 27–30 days were injected twice a week for 4 weeks with 1 μg IL-22 or PBS or were left untreated. Untreated and PBS-injected mice were pooled together for the “control” cohort (there was no difference in the tumour number in these two cohorts). *p < 0.05, unpaired *t* test. Numerical values for (A) and (B) are available in S1 Data. γH2AX, Phospho-Histone H2A.X (Serine 139); Apc, adenomatous polyposis coli; IL-22, interleukin-22; iNOS, inducible nitric oxide synthase; SI, small intestine; TBP, TATA box binding protein; WT, wild-type.

To test this idea, we injected young (4- to 5-week-old) *Apc*^*Min/+*^ mice with low levels (1 μg) of IL-22 twice a week for 4 weeks, to mimic underlying inflammation. Indeed, after 5 weeks, we found more polyps in the small intestine of *Apc*^*Min/+*^ mice that had been injected with IL-22 than in animals that had not been injected with IL-22 (Fig 7C). These observations support the idea that IL-22 could drive tumorigenesis by promoting LOH in *Apc*^*Min/+*^ cells in mice.

## Discussion

The cytokine IL-22 has emerged as an important player in intestinal tumorigenesis. IL-22 can increase cell proliferation [15] and enhance cancer stemness by increasing expression of core stem cell genes [8], but it can also control elimination of damaged intestinal stem cells, preventing tumorigenesis [18]. We specifically investigated the mechanism by which IL-22 contributes to small intestinal tumorigenesis in the *Apc*^*Min/+*^ mouse model for cancer. Unexpectedly, we found that transformed *Apc*^*Min/Min*^ cells in both organoids and in animals responded poorly to IL-22. We further showed that this was likely due to low IL-22 receptor expression and reduced STAT3 transcriptional activity in *Apc*^*Min/Min*^ cells, although we cannot eliminate additional causes. Our data suggest that rather than contributing to intestinal tumorigenesis by augmenting the proliferation of transformed cells, IL-22 acts at an early stage to drive genetic instability in *Apc*^*Min/+*^ cells, thus increasing the occurrence of transforming LOH events.

A significant prediction of our work is that the absence of IL-22 responses in *Apc*^*Min/Min*^ cells may lead to increased intestinal inflammation due to reduced immune defence of the intestinal barrier. Previous reports and our own transcriptome analysis show that the main function of IL-22 is to up-regulate defence and immune responses [14,28,43], through up-regulation of mucus production, mucus glycosylation, and antimicrobial peptide production. IL-22–producing ILCs can prevent bacterial translocation across the intestinal barrier. Correspondingly, lack of IL-22, or IL-22 receptor, contributes to a heightened inflammatory milieu in the intestinal epithelium, as well as increased sensitivity to bacterial infection due to increased systemic dissemination of bacteria [28,44,45]. In this context, previous studies showed compromised intestinal barrier integrity and increased inflammation in *Apc*^*Min/+*^ and *Apc*^*Floxed/wt*^;*Cdx2-Cre* mice [46,47]. Consistent with the lack of IL-22 responses in *Apc*^*Min/Min*^ cells, we found that the antimicrobial peptide RegIIIγ was nearly undetectable in polyps in *Apc*^*Min/+*^ mice. Lack of RegIIIγ can result in increased bacterial translocation across the intestinal epithelial barrier, and the decreased mucosal protection in *Reg3g*^*−/−*^ mice correlates with increased inflammation [44,45]. Thus, the lack of RegIIIγ expression in polyps, even in the presence of IL-22, may cause impaired barrier functions and increased inflammation in *Apc*^*Min/Min*^ polyps, which may contribute to tumour formation.

In the absence of IL-22 responses in transformed *Apc*^*Min/Min*^ cells, one likely explanation for the tumour-promoting effect of IL-22 in *Apc*^*Min/+*^ mice is provided by our discovery that IL-22 induces expression of iNOS and Duox1/2. This is predicted to result in increased RONS and DNA damage [1,13]. Consistent with the idea that RONS could accelerate polyp formation, inhibition of nitric oxide production reduced tumour loads in *Apc*^*Min/+*^ mice [48]. In addition, studies in a colitis-associated carcinogenesis mouse model using *H*. *hepaticus* infection showed that IL-22 could induce DNA damage via a nitric oxide–dependent mechanism to promote dysplasia [49]. Infection of 4-week-old *Apc*^*Min/+*^ mice with *Citrobacter rodentium*, a colonic attaching and effacing pathogen that induces a potent IL-22 response, increased colonic tumour burden [50]. We observed increased DNA damage in response to IL-22 as evidenced by γH2AX induction. We also observed increased small intestinal tumour burden upon multiple IL-22 injections into young preneoplastic *Apc*^*Min/+*^ mice. Together, these data support the idea that IL-22 has mutagenic effects on nontransformed cells, mediated by RONS. This, in turn, could explain the reduction in tumour numbers in *Il22*^−/−^ *Apc*^*Min/+*^ compared to *Il22*^*+/+*^ *Apc*^*Min/+*^ mice.

Here, we focus on addressing why *Il22*^−/−^*Apc*^*Min/+*^ mice develop fewer small intestinal polyps than *Il22*^*+/+*^*Apc*^*Min/+*^mice [16]. However, in studies of colonic carcinogenesis [16,18], *Il22*^−/−^ mice develop more tumours under inflammation-inducing or mutagenic conditions. This suggests that the effects of IL-22 are different in the small intestine and colon. Indeed, our comparison of IL-22–induced genes in the small intestine with colonic gene expression data support this conclusion. Interestingly, we find that IL-22 induces γH2AX expression in small intestinal epithelial cells, and it was recently shown that induction of γH2AX in colonic crypts after irradiation damage was also strictly dependent on IL-22 expression [18]. Moreover, IL-22 increases proliferation in colonic and small intestinal stem cells [15], and this increased proliferation may also increase the frequency of LOH events in *Apc*^*Min/+*^mice. Together, these studies imply that IL-22 may have opposing functions in intestinal tumorigenesis, dependent on the underlying cause of carcinogenesis.

It is intriguing that APC-mutant cells selectively down-regulate IL-22–dependent pSTAT3 signalling, whereas IL-6–induced pSTAT3 is unaffected. One explanation for the lower IL-22R expression could be reduced stability of the protein. The IL-22R is phosphorylated by glycogen synthase kinase 3 (GSK3), which prevents its proteasomal degradation [51]. In the presence of mutant APC, GSK3 activity is reduced [52], which may partially explain the low surface expression of the IL-22 receptor in *Apc*^*Min/Min*^ cells. However, it should be noted that our RNAseq data indicated differential expression of nearly 5,000 genes in *Apc*^*Min/Min*^ compared to WT organoids, suggesting that there are multiple possible reasons for the loss of IL-22 responsiveness in *Apc*^*Min/Min*^ cells. For example, we also found decreased expression of key IL-22 signal transducing elements—*Il10rb*, *Jak1*, and *Tyk2—*in *Apc*^*Min/Min*^ cells (S4 Fig). On the other hand, we also clearly show increased HDAC1/2 expression in *Apc*^*Min/Min*^ cells, and inhibition of HDACs in *Apc*^*Min/Min*^ organoids had a strong effect on IL-22 target gene expression. Therefore, multiple pathways contribute to the loss of IL-22 responses in *Apc*^*Min/Min*^ cells.

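In untreated organoids, 6008 genes differed between the genotypes at an adjusted *p* under 0.05 and more than 2-fold, of which 3186 were higher and 2822 lower in *Apc* Min/Min than in WT organoids. Without the fold limit, 8115 genes passed, and 9214 had an unadjusted *p* under 0.05. The count changed most with a pseudocount of 1 RPKM, to 3777. Among genes whose groups did not overlap, within the same limits on expression as for WT, the 5 genes highest by fitted change in *Apc* Min/Min organoids were *Tnfrsf19*, *Ifitm1*, *Isx*, *Krt4* and *Ecscr*. At least 1824-fold higher was *Tnfrsf19*, at least 789-fold *Krt4*, at least 558-fold *Isx* and at least 196-fold *Ecscr*, all with WT libraries at or under 3 reads. *Ifitm1* (Entrez Gene 68713) had 0.157 ± 0.154 RPKM in WT and 183 ± 39.3 RPKM in *Apc* Min/Min organoids (SD, n = 3), a log2 fold change of 11.10 (standard error 1.04, limma adjusted *p* = 9.50e-06). The 5 genes lowest in *Apc* Min/Min organoids were *Apoc3*, *Adh4*, *Aadac*, *Cfhr2* and *Scin*. *Scin* (Entrez Gene 20259), which encodes scinderin, had 168 ± 38.7 and 0.128 ± 0.163 RPKM, a log2 fold change of -10.93 (standard error 1.02, limma adjusted *p* = 9.24e-06). *Apoc3* had 716 ± 178 RPKM in WT and 5.56, 0 and 0.491 RPKM in *Apc* Min/Min replicates 1, 2 and 3, with the highest value in the replicate that held enterocyte transcripts. *Aadac* did not pass without *Apc* Min/Min replicate 2. From the number of genes that differ, the paper proposes that the loss of IL-22 responses can have several reasons.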

Mutations in APC are found in up to 80% of nonhereditary CRCs [20]. However, we are not suggesting that all transformed epithelial cells cannot respond to IL-22. When analysing a panel of human cell lines, we found that a subset of them did not respond to IL-22, and some of these had reduced expression of the IL-22 receptor [3]. On the other hand, high levels of IL-22 have been found in many CRC samples and are associated with CRC development [4,5,17]. Whether the presence of IL-22 is important at an early stage for the development of tumours, or for maintaining tumour progression, is not yet clearly established. Regardless, our data advocate exercising caution when considering IL-22 as a therapeutic target for treatment of established CRC and suggest that patients need to be stratified based on expression of the IL-22 receptor, STAT3 repressors, and possibly other mutations acquired by cancerous cells.

## Supporting information

S1 Fig Transcriptome comparison of IL-22 responses in WT small intestinal and colonic organoids. (A) Representative image of WT organoids on day 3 of culture. (B) Table indicating the number of genes significantly regulated by IL-22 in WT or *Apc*^*Min/Min*^ organoids and the thresholds used to filter the data. (C) Heatmap clustering of differentially expressed genes in WT organoids treated with or without IL-22 for 3 hours in 3 biological replicates. Heatmap: red = higher expression, blue = lower expression, relative to the row mean expression of the gene across all samples. (D) Out of the top 50 IL-22–up-regulated genes in colonic organoids [28] only 29 had a fold change > 2 in IL-22–treated small intestinal organoids. (E) The top 20 biological processes (filtered, GO_BP_FAT) regulated by IL-22 in colonic and small intestinal organoids. Numerical values for (E) are available in S1 Data. FC, fold change.
(TIF) Click here for additional data file.

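The spread between the 3 replicates was compared with the sampling noise of their reads by the chi-square per degree of freedom of each pair of replicates, which is near 1 where sampling noise is the whole difference. In untreated WT organoids it was 38.2, 60.5 and 19.7 for replicates 1 and 2, 1 and 3, and 2 and 3. In IL-22–treated WT organoids it was 341, 8.63 and 303, so replicate 2 stood apart from the other two. Its difference followed transcript length. Relative to the mean of the other WT libraries with IL-22, the median log2 deviation of replicate 2 was 0.91 over genes with exons of up to 1745 bp. It was -0.94 over genes with exons from 4221 bp. In *Apc* Min/Min organoids, the IL-22 library of replicate 1 deviated in the same way, by 0.41 and -0.26. The change within pair 2 of WT correlated with exon length at a Spearman's rho of -0.65, and that within WT pairs 1 and 3 at 0.028 and 0.018, across genes.

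**Figure D2:**
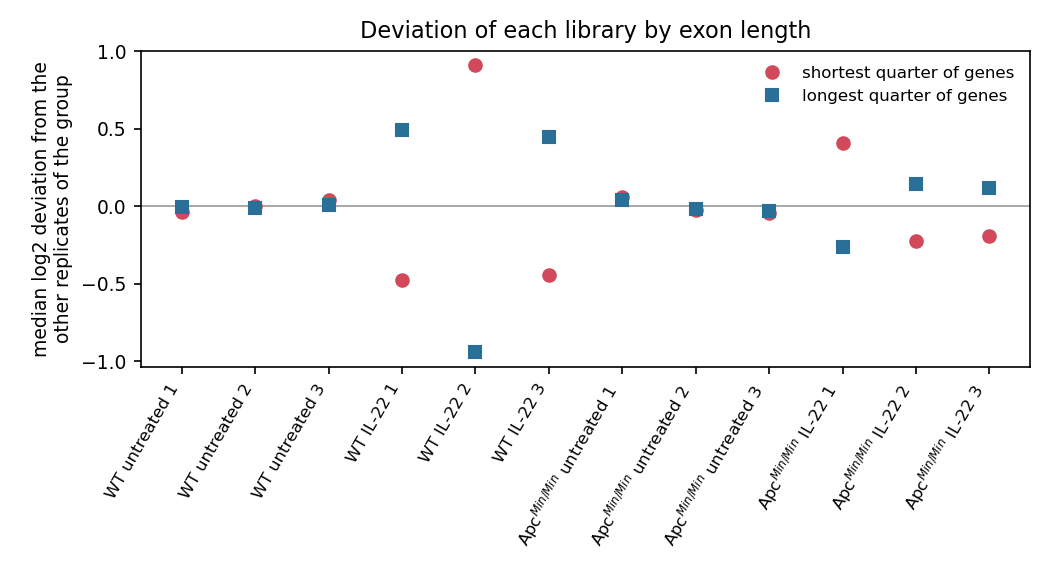
Median log2 deviation of each library from the mean of the other replicates of its group, for genes with exons of up to 1745 bp and genes with exons from 4221 bp, among 11235 genes with a mean of at least 1 RPKM. Replicate 2 of the WT IL-22 libraries stands at 0.91 and -0.94, farther from 0 than the other 11 libraries.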

S2 Fig IL-22 induces phosphorylation of STAT3 (at Tyrosine 705 and Serine 727). (A) Flow cytometric analysis of STAT3 expression in WT and *Apc*^*Min/Min*^ organoids. (B) Phos-tag gels were used to separate phosphorylated and nonphosphorylated STAT3. Immunoblot for STAT3 shows nonphosphorylated (lower band) and phosphorylated (upper band) STAT3 protein. The same membrane was incubated with anti-pSTAT3 (Tyrosine 705) to confirm the identity of the upper band as pSTAT3. Plot shows the percentage of total STAT3 that is phosphorylated. (C) Western blot analysis shows pSTAT3 (Serine 727) levels in WT and *Apc*^*Min/Min*^ organoids with or without IL-22 stimulation (10 ng/ml) for 0.5 hours. Data show the ratio of pSTAT3 (Serine 727) to total STAT3 in each sample normalised to that in WT organoids treated with IL-22 in each experiment. (D) Representative western blot of pSTAT3 (Tyrosine 705), STAT3, pSTAT1 (Tyrosine 701), or STAT1 in WT and *Apc*^*Min/Min*^ organoids treated with IL-22 (10 ng/ml), hy-IL6 (50 μM), or IFNα (1,000 U/ml) for 0.5 hours. Numerical values for (B) and (C) are available in S1 Data. hy-IL6, hyper IL-6
(TIF) Click here for additional data file.

S3 Fig *Apc*^*Min/Min*^ organoids express lower mRNA levels of IL-22 signalling pathway genes. RNAseq data for mRNA levels of (A) *Il22ra1*, *Il10rb*, and *Il6st*; (B) *Jak1*, *Tyk2*, and *Stat3*; and (C) *Hdac1*, *Hdac2*, and *Ncoa1* in WT and *Apc*^*Min/Min*^ organoids. **P < 0.01, ***P < 0.001, and ****P < 0.0001, by two-tailed *t* test. (D) WT and *Apc*^*Min/Min*^ organoids were pretreated with HDAC inhibitors NaBu, TSA, and VPA for 16 hours before stimulation with IL-22 (10 ng/ml) for 3 hours. All 3 inhibitors partially rescued expression of *Reg3g* and *Reg3b* in *Apc*^*Min/Min*^ organoids, although the expression was not restored to WT levels. Data from 4–7 independent biological replicates are shown. Numerical values for (A), (B), (C), and (D) are available in S1 Data. RPKM, reads per kilobase per million mapped reads
(TIF) Click here for additional data file.

S4 Fig IL-22 increases expression of Nos2, Duox2, and DNA damage in WT organoids. (A) RT-qPCR analysis of WT organoids treated with IL-22 (10 ng/ml) for 3, 24, or 48 hours. Data show the mRNA expression of *Reg3g*, *Nos2*, *Duox2*, *Atm*, *Atr*, and *Lgr5*, relative to *Tbp*. At least 3 independent experiments were performed. *P < 0.05 **P < 0.01 and ***P < 0.001 by one-way ANOVA, using Geisser-Greenhouse correction. (B) WT organoids were treated with IL-22 (10 ng/ml) for 48 hours. Organoids were fixed and stained with γH2AX antibodies (green). Nuclei were stained with DAPI (blue). Numerical values for (A) are available in S1 Data.
(TIF) Click here for additional data file.

S1 Table Sequences of primers used for RT-qPCR. (DOCX) Click here for additional data file.

S2 Table Annotated RNAseq data comparing WT organoids treated with IL-22 versus untreated. (XLSX) Click here for additional data file.

S3 Table Annotated RNAseq data comparing *Apc*^*Min/Min*^ organoids treated with IL-22 versus untreated. (XLSX) Click here for additional data file.

S4 Table Annotated RNAseq data comparing *Apc*^*Min/Min*^ organoids versus WT organoids. (XLSX) Click here for additional data file.

S5 Table Annotated RNAseq data comparing *Apc*^*Min/Min*^ organoids treated with IL-22 versus WT organoids treated with IL-22. (XLSX) Click here for additional data file.

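After IL-22, 6241 genes differed between the genotypes at an adjusted *p* under 0.05 and more than 2-fold, with 3315 higher and 2926 lower in *Apc* Min/Min organoids, and 9410 had an unadjusted *p* under 0.05. With a pseudocount of 1 RPKM the count was 3855. Within the limits used for the untreated groups, the 5 largest fitted rises were those of *Krt4*, *Notum*, *Col4a1*, *Tnfrsf19* and *Efemp1*. *Krt4* was at least 499-fold and *Notum* at least 275-fold higher, with WT libraries at or under 3 reads. *Tnfrsf19* (Entrez Gene 29820) had 0.0813 ± 0.0894 RPKM in WT and 56.9 ± 17.7 RPKM in *Apc* Min/Min organoids (SD, n = 3), a log2 fold change of 9.74 (standard error 0.62, limma adjusted *p* = 7.90e-07). The 5 largest fitted falls were those of *Apoc3*, *Mir215*, *Apoa4*, *Ctrb1* and *Adh4*. *Ctrb1* (Entrez Gene 66473), which encodes chymotrypsinogen B1, had 362 ± 209 and 0.760 ± 1.21 RPKM, a log2 fold change of -10.52 (standard error 1.22, limma adjusted *p* = 4.11e-05). *Apoa4* (Entrez Gene 11808) stood at 6007, 13892 and 7135 RPKM in WT and 131, 1.24 and 0.992 RPKM in *Apc* Min/Min replicates 1, 2 and 3. The value of 131 RPKM came from the replicate that held enterocyte transcripts.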

S1 Data Data underlying Figs 1B, 2A, 2B, 2C, 3B, 3C, 3D, 4A, 4B, 4C, 4D, 5A, 5B, 5C, 5E, 6B, 6D, 7A, 7B, 7C, S1E, S2B, S2C, S3A, S3B, S3C, S3D and S4A. (XLSX) Click here for additional data file.

S1 Raw Images Raw images of western blotting data included in Figs 3B, 7A and 7B, S2B, S2C and S2D. (PDF) Click here for additional data file.

## Abbreviations

γH2AX: Phospho-Histone H2A.X
ADF: Advanced DMEM/F12
AhR: Aryl hydrocarbon receptor
Apc: Adenomatous polyposis coli gene
CBP: CREB binding protein
CRC: colorectal cancer
DAPI: 4',6-diamidine-2'-phenylindole dihydrochloride
Duox: dual oxidase
FAP: familial adenomatous polyposis
GSK3: Glycogen synthase kinase 3
HDAC: histone deacetylase
IFNα: interferon α
IHC: immunohistochemistry
IL-10R2: interleukin 10 receptor 2
IL-22: interleukin-22
IL-22RA1: interleukin 22 receptor subunit alpha 1
ILC: innate lymphoid cells
iNOS: inducible nitric oxide synthase
JAK1: Janus Kinase 1
LOH: loss of heterozygosity
Min: multiple intestinal neoplasia
NaBu: sodium butyrate
Ncoa1: Nuclear receptor coactivator 1
PIAS3: protein inhibitor of activated STAT3
pSTAT3: phosphorylated STAT3
RegIIIγ or Reg3g: Regenerated islet-derived protein 3 gamma
RNAseq: RNA sequencing
RONS: reactive oxygen species and nitrogen species
RPKM: Reads Per Kilobase of exon per Million reads mapped
RT-qPCR: quantitative reverse transcription polymerase chain reaction
sIL-6R: soluble IL-6 receptor
SOCS3: Suppressor of cytokine signalling 3
STAT3: signal transducer and activator of transcription 3
Tbp: TATA box binding protein
TSA: Trichostatin A
Tyk: Tyrosine kinase 2
VPA: valproic acid
WT: wild-type

# Supplementary material for: Loss of adenomatous polyposis coli function renders intestinal epithelial cells resistant to the cytokine IL-22
**Source:** PLoS Biol. 2019 Nov 26;17(11):e3000540. doi: 10.1371/journal.pbio.3000540
**Supplement:** S1 Table

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Adar* | ggaagaagactcggagaaacc | tcccagagaacaaggatgttg |
| *Atm* | agcttgtgaagggccgtgatga | aacaccgcttcgctgagaaagg |
| *Atr* | agttggccagtgctactccaga | ggtcggctgagcgtcagttttctt |
| *Duox2* | gcactgtgcagaacagctaggacaac | acctcatcaccttcttgcgggag |
| *Fut2* | agagccaagctggaagatacac | atcaaggtggcgtctctctg |
| *Lcn2* | ccatctatgagctacaagagaacaat | tctgatccagtagcgacagc |
| *Lrg1* | ccatgtcagtgtgcagattc | aagagtgagaggtggaagag |
| *Nos2* | ttcagcacatctgcagacac | agcctgaagtcatgtttgcc |
| *Ptk6* | gccgtgcgacattacaggat | taggccatgagacaggctct |
| *Reg3g* | accatcaccatcatgtcctg | ggcatctttcttggcaactt |
| *Saa1/2* | ctgcctgccaaatactgagagtc | ccacttccaagttcctgtttattac |
| *Saa3* | gctggcctgcctaaaagatactg | gcatttcacaagtatttattcagc |
| *Socs3* | gcgggcacctttcttatcc | tccccgactgggtcttgac |
| *Tbp* | ggg­gagctgtgatgtgaagt | ccaggaaataattctggctcat |
| *Tifa* | acgcaattccaacatgtgcc | ccgagctcctggttgtctac |
| *Usp18* | ttgggctcctgaggaaacc | cgatgttgtgtaaaccaaccaga |

**S1 Table**. Sequences of primers used for RT-qPCR

How the deposited data were processed for this re-analysis (not part of the article)

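Messenger RNA was measured in organoids of 2 genotypes, WT and *Apc* Min/Min, untreated or treated with 2 ng/ml IL-22 for 3 hours, with 3 libraries in each of 4 groups. The authors prepared stranded libraries, sequenced single-end reads of 50 bp, aligned them with STAR and assigned them to genes with Subread. The authors then normalised the reads with the TMM method of edgeR and deposited the values as RPKM. One table of RPKM for all 12 libraries was used, with 23337 genes listed by symbol and Entrez Gene number. It gives no coordinates and the labels name no genome build. At least 1 library was above 0 for 17873 genes, and 5464 genes were at 0 in all libraries and were not tested. Replicates were taken from the labels, which also join each IL-22 library to an untreated library of the same genotype in pairs 1 to 6.

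From the RPKM values, whole reads were recovered for 100% of the genes above 0, because each value was a whole multiple of 1 step per library and gene. On simulated data, 99.8% of 2960 genes were recovered exactly. The reads on genes ranged from 15651840 to 24057434 per library. A count of 0 allows up to 3 reads, and genes with all libraries of a group at or under 3 reads are given as lower bounds. The share of reads taken by the 10 most read genes ran from 6.33% to 7.80% in untreated WT, 7.35% to 11.7% in IL-22–treated WT, 3.02% to 3.07% in untreated *Apc* Min/Min and 2.98% to 3.38% in IL-22–treated *Apc* Min/Min libraries.

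The log2 of RPKM plus 0.01 was fitted with limma 3.58.1 (lmFit, eBayes with a variance trend) in R 4.3.3, with statmod 1.5.0. The effect of IL-22 in each genotype and the difference between genotypes came from 1 fit of all 12 libraries with the pair as a fixed block, as the Methods describe paired samples. The genotypes were compared, without and with IL-22, in a model of the 4 group means. Adjusted *p* values are Benjamini-Hochberg over all genes tested. Calls needed an adjusted *p* under 0.05 and more than a 2-fold change. For IL-22 in *Apc* Min/Min organoids an adjusted *p* under 0.1 was also used, the value of the paper, whose text does not state an adjustment. The difference in the effect of IL-22 was called at an adjusted *p* under 0.05. To check the pairing, the deviations of the 2 libraries of a pair from their group means were correlated across genes. The correlation was 0.83, 0.70 and 0.63 for *Apc* Min/Min pairs and 0.14, 0.18 and -0.062 for WT pairs, and the pairing rests on the labels and the Methods. On simulated data with 200 genes changed 4-fold by IL-22 in 1 genotype, 64.5% were called, with 9 other genes called and 0 genes called in the other genotype. With 200 genes changed between genotypes, 78.5% were called, with 7 others. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for reading values and drawing figures.

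Gene lists with at least 5 expressed genes were tested with camera of limma at a preset correlation of 0.01, with fry and with the correlation estimated per list as checks, adjusted over the 27 lists tested. The genes named are those the sentences beside the passages are about, and in each comparison up to 5 rises and 5 falls. These had the largest fitted changes among called genes that moved the same way in all pairs, or whose groups did not overlap, with a mean of at least 1 RPKM in the higher group and above 0.01 RPKM in the lower. *Pdgfc*, *Ahrr*, *Axin2*, *Il33*, *Eif2s3y* and *Ddx3y* fall outside this rule and were named after their values were seen. The tests of the comparisons, the lists and the alternatives were set before the data were examined. The alternatives were pseudocounts of 0.1 and 1 RPKM, a filter on low expression, eBayes without the trend, median centring, quantile normalisation, other uses of the pair, each genotype or the compared libraries alone, and each replicate left out. Chosen after seeing the data were voom on the recovered reads, removal of the trend with exon length by loess with a span of 0.5, and leaving out 2 pairs together. The share of genes expected to move one way in all 3 *Apc* Min/Min pairs was set beforehand at 1 in 8, which needs independent pairs. As the *Apc* Min/Min pairs correlated at 0.26 to 0.43 across genes, it was replaced after seeing the data by the share among genes not called in WT. The GO annotation behind Fig 1B was not at hand, so that enrichment was not rerun. The copies of the supplementary tables hold part of their genes and were used only for comparison.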

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

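The tests of the trend with exon length, of scaling and of the enterocyte transcripts in this part, and the shares expected without a bearing of WT, were chosen only after the results were seen.

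IL-22 moved 16 of the 347 genes called in WT organoids in the opposite direction in all 3 *Apc* Min/Min pairs, 8 raised and 8 lowered in WT. This is 4.61%, where 23.2% would be expected if the direction in WT had no bearing, from the share of other genes that moved one way in all 3 *Apc* Min/Min pairs. The adjusted *p* of their difference between genotypes (limma) ran from 0.0645 to 0.322, so 0 of the 16 passed 0.05. The 16 genes differ in direction by every pair and not by the test of the difference. Among them, *Dlk2* in WT and *A230020J21Rik* in *Apc* Min/Min organoids were at or under 3 reads in every library. Their direction there could not be read. *Il33* rose in WT by a log2 fold change of 3.14 and had -0.40 in *Apc* Min/Min organoids, a difference of -3.53 (limma adjusted *p* = 0.0645, from 0.0107 to 0.344 over the alternatives), with a rise in 3 of 3 WT pairs and a fall in 3 of 3 *Apc* Min/Min pairs. *Areg* had 1.10 and -0.24, a difference of -1.34 (limma adjusted *p* = 0.322, from 0.0505 to 0.891), with the same split of pairs. With the trend with exon length removed, the difference was -3.53 for *Il33* (limma adjusted *p* = 0.0186) and -1.18 for *Areg* (limma adjusted *p* = 0.0505), so removing the trend left both differences in place. An effect of the genotype on the response to IL-22 stays open, as do chance and other differences between the cultures.

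Interferon genes differed between the genotypes in their response to IL-22. Of 25 listed genes, 23 were expressed, and *Gbp7* and *Oas2* are also in the lists that the study picked from these libraries. Their median log2 fold change was 0.66 in WT (0.65 with 2 genes at the read limit at their bounds) and 0.0016 in *Apc* Min/Min organoids. In WT, 20 of 23 were higher, 0 of 23 passed over all genes, and 13 passed adjusted over the list alone (limma). All 3 pairs showed a rise for 13 genes in WT and for 5 in *Apc* Min/Min organoids. The camera test of limma gave adjusted *p* = 4.56e-05 in WT and 1.53e-05 for the difference, where 1 of 23 was higher in *Apc* Min/Min. With fry the difference had an adjusted *p* of 0.0927 and with the estimated correlation 0.160 (limma), so it did not pass with either. In WT the response passed with fry (limma adjusted *p* = 0.0228) and not with the estimated correlation (0.160). The median difference was -0.38, and -0.51 once the trend with exon length was removed, so that trend was not its whole cause. After the removal the difference had an unadjusted *p* of 3.04e-06 with camera and 0.0542 with fry, so fry still did not pass. A weaker interferon response of *Apc* Min/Min organoids may be behind it, as a hypothesis found in these data. Other differences between the cultures stay open.

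Wnt targets were higher in untreated *Apc* Min/Min organoids, in genes outside those the paper reports on. All 20 listed genes were higher, with a median log2 fold change of 4.43 (4.43 with 4 genes at the read limit at their bounds), and all 20 passed (camera of limma, adjusted *p* = 5.17e-10, fry 1.08e-05, estimated correlation 0.243). Fetal and regenerative markers were higher too, in 9 of 9 genes, with a median of 6.98, or 5.94 with 3 genes at their bounds (camera of limma, adjusted *p* = 3.01e-07, fry 6.60e-08, estimated correlation 0.0810). With median centring the medians were 4.49 and 7.03, so the authors' scaling was not their cause. The lists for Wnt targets and stem cells share *Ascl2* and *Lgr5*, and *Lgr5* is also named in the paper. The loss of *Apc* function is a candidate explanation for the first, as a hypothesis. The cell types that make up the cultures differ as well. The enterocyte list had a median of -8.96 with 0 of 14 genes higher, goblet markers -4.55 with 0 of 9, and enteroendocrine markers -4.65 with 1 of 12, or -4.57 with 1 gene at its bound. Culture and genotype could not be separated, since each genotype has its own cultures.

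*Apc* Min/Min replicate 1 held transcripts of enterocytes that replicates 2 and 3 nearly lacked. The median level of 14 enterocyte genes, all of which WT organoids express, was 1.38% of the WT level under the same treatment in untreated replicate 1 and 1.96% in its IL-22 library, against 0.0705% in untreated replicate 2 and up to 0.104% in the other libraries of replicates 2 and 3. The most read of them in WT included *Apoa4*. Cells or RNA of another culture in replicate 1, reads of WT libraries assigned to it in sequencing and a few differentiated cells of its own cannot be told apart. The labels do not give the lane of each library, so replicates 2 and 3 need not have shared a lane with WT libraries. A gene that replicate 1 otherwise lacked, *Eif2s3y*, was at 0.560% of its WT level in untreated and 1.16% in IL-22–treated replicate 1, against 113% to 140.5% in replicates 2 and 3. That is near the share of the enterocyte genes, as another culture would give, but a single gene with few reads does not decide. *Eif2s3y* on the Y chromosome was near 0 while *Ddx3y* stood at 9.68 RPKM, so a female donor or loss of the whole Y chromosome was not the reason. WT cells in replicate 1 do not account for the whole IL-22 response of *Apc* Min/Min organoids, as 76.4% of the genes called in WT changed in the WT direction in pair 2 and 73.8% in pair 3, where 48.8% and 49.4% would be expected if the direction in WT had no bearing.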

How the results depend on the processing

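Of 1806 values under alternatives, 1530.0 kept their direction and side of the threshold, 140.0 no longer passed, 128 newly passed and 8 reversed. Of 135 named genes and lists, 51 were the same under all alternatives run for them. The alternatives with voom, with the trend with exon length removed and with 2 pairs left out together were chosen after seeing the data. The cause of the changes below was not tested except where fewer libraries or genes were fitted.

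The 347 genes called in WT became 222 with a pseudocount of 1 RPKM and 534 with the length trend removed. They became 0 with each genotype fitted alone (1598 at an unadjusted *p* under 0.05, smallest limma adjusted *p* 0.233) and 0 without WT pair 2 and *Apc* Min/Min pair 1 together (3763 at an unadjusted *p* under 0.05, smallest limma adjusted *p* 0.0591), both of which leave fewer libraries. Leaving out 1 replicate gave from 145 to 334 genes, with 151 without replicate 1 and 145 without replicate 3. The other alternatives gave 317 to 508. No gene named for WT kept its call with each genotype alone or with the 2 pairs out.

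In *Apc* Min/Min organoids, 0 genes were called at an adjusted *p* under 0.1 (758 at an unadjusted *p* under 0.05). The count was 11 with a pseudocount of 0.1 RPKM, 12 with 1 RPKM, 11 with the low-expression filter, 19 with quantile normalisation, 24 without the replicate block, 35 with the pair as a random effect, 9 with voom and 18 with the length trend removed. Leaving out 1 replicate gave from 2 to 31 genes, with 31 without replicate 1, 3 without replicate 2 and 2 without replicate 3. Only 1, 0 and 0 of these were genes of Fig 2A, so these calls were mostly other genes than the paper's. Without replicate 2 they were *Mir18*, *Mir688* and *Scarna8*, and without replicate 3 *Mir1967* and *Mir3100*. At an adjusted *p* under 0.05, 13 genes passed with quantile normalisation, 11 without the replicate block, 24 with the random effect and 14 with the length trend removed, and from 2 to 3 without 1 replicate. With each genotype fitted alone, 0 genes were called and 2386 had an unadjusted *p* under 0.05 (1150.0 raised, 1236 lowered, smallest limma adjusted *p* 0.273), more than the 1598 of WT, so the order of the genotypes at an unadjusted *p* reversed. The number called in *Apc* Min/Min organoids thus depends on these settings.

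The difference between genotypes passed for 0 genes (1067 at an unadjusted *p* under 0.05). It passed for 8 with a pseudocount of 0.1 RPKM, 46 with 1 RPKM, 11 with the low-expression filter, 4 without the variance trend, 1 with median centring, 18 with quantile normalisation, 33 without the replicate block, 55 with the random effect, 14 with voom and 47 with the length trend removed. Without 1 replicate it passed for from 0 to 1 genes, the 1 being without WT replicate 2. The genotype comparisons called 3777 of 6008 genes untreated and 3855 of 6241 with IL-22 at a pseudocount of 1 RPKM. Without 1 replicate they called 5187 to 5947 and 5355 to 6250. A block on the replicate number gave 6009 and 6256 genes and changed no other call. The share of WT genes that moved the same way in all *Apc* Min/Min pairs, 64.8%, was 61.4% with a pseudocount of 0.1 RPKM, 73.0% with 1 RPKM and 68.5% with the low-expression filter, and from 66.6% to 71.8% without 1 *Apc* Min/Min replicate, where the chance share is larger. It was 65.4% with the length trend removed.

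There were 8 reversals. For *Dot1l* in WT the log2 fold change was 0.17 without WT replicate 2, 0.17 with the 2 pairs out, and from -1.08 to 0.17 without 1 replicate. The difference between genotypes was -0.023 for *Chst4* with a pseudocount of 1 RPKM and 0.091 for *Plscr1* with quantile normalisation. Untreated *Jak1* had 0.098 with quantile normalisation, and untreated *Apc* had from -0.11 to 0.24 without 1 replicate, and was negative without *Apc* Min/Min replicate 2, *Apc* Min/Min replicate 3 or WT replicate 3. Leaving out the replicate block made 13 other values pass and 1 fail and reversed none, and apart from the counts above it changed no other count by more than 1.5 times. Camera with the estimated correlation kept 10 of 24 list results and fry 21. Quantile normalisation moved the median of all genes in the comparison of genotypes with IL-22 by -0.11. Depth limits genes at or under 3 reads to bounds.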

Differences from the paper's values

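Of 79 values set beside the paper's, 16 differed. Log2 fold changes made up 70 of the 79. The others were counts of genes, means of *Reg3g* and sizes of tables, and the means and sizes were not tested for a difference. Counts of genes were taken as different if more than 1.5-fold apart, or if only 1 of them was 0. The 347 genes called in WT thus count as no difference from the paper's number. Over the genes held in the copies of the supplementary tables, the median size of the gap to the paper's log2 fold change was 0.030 for IL-22 in WT (S2 Table) and 0.070 in *Apc* Min/Min organoids (S3 Table), with 69.1% and 55.7% of genes within 0.1 of the paper's value. With voom, chosen after seeing the values, the gaps in these 2 tables were 0.00037 and 0.00080, with 99.5% and 97.1% within 0.1. Without voom the median was 0.60 for the genotypes untreated (S4 Table) and 0.61 with IL-22 (S5 Table), where 9.91% and 11.0% of genes lay within 0.1. The median gap with sign was -0.13 and -0.075 in these 2 tables. Voom, chosen after seeing the values, left medians of 0.54 and 0.56 there. Over all 4 tables, each gene had the paper's sign. The paper reports 11 genes raised by IL-22 in *Apc* Min/Min organoids at its relaxed threshold, and 0 were called here, with 393 raised at an unadjusted *p* under 0.05. Of the alternatives set before the data were examined, a pseudocount of 0.1 RPKM (10 raised), a pseudocount of 1 RPKM (11) and the low-expression filter (11) closed the gap in number, as did voom (9), which was chosen after seeing the values. Quantile normalisation (18), no replicate block (20), the pair as a random effect (30) and leaving out a replicate did not, nor did eBayes without the trend, median centring and each genotype alone. Removing the length trend (18) and leaving out 2 pairs together, both chosen after seeing the values, did not either. A matching number did not mean the same genes. Of the genes in Fig 2A, 8 were called with a pseudocount of 0.1 RPKM, 6 with 1 RPKM and 8 with the low-expression filter. With voom, all 9 raised genes were genes of Fig 2A.

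For a gene with a library at or under 3 reads, which widens its SD, values count as different if more than 1.5-fold apart, and a gap as closed within 1.5-fold. For the other genes the replicate SD decides. The 1.5-fold limit was applied to these genes after the values were seen. In the comparison of untreated genotypes, for *Aadac* the paper's log2 fold change was -4.762 and the value here -10.98. For *Apoc3*, the paper's log2 fold change was -5.899 and the value here -11.18. For *Cfhr2*, the paper's log2 fold change was -7.823 and the value here -10.98, and for *Scin*, the paper's log2 fold change was -8.551 and the value here -10.93. No alternative closed these 4 gaps, with the nearest values -7.20, -8.36 and -6.65 for *Aadac*, *Apoc3* and *Cfhr2* at a pseudocount of 1 RPKM and -9.72 for *Scin* at 0.1 RPKM. For *Adh4*, the paper's log2 fold change was -6.121 and the value here -11.12, closed only by a pseudocount of 1 RPKM (-6.39). For *Ifitm1*, the paper's log2 fold change was 9.686 and the value here 11.10, closed by a pseudocount of 0.1 RPKM (9.67) and without WT replicate 1, and by no other alternative. For *Tnfrsf19*, the paper's log2 fold change was 10.021 and the lower bound here 10.83. The bound rests on group means and the read limit, so of the alternatives only leaving out a replicate recomputes it, and the nearest value, 10.69 without WT replicate 3, did not close the gap. Its fitted log2 fold change of 11.11 became 9.08 with a pseudocount of 0.1 RPKM and 6.01 with 1 RPKM, and did not come within 1.5-fold of the paper's under any alternative.

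With IL-22, for *Apoc3* the paper's log2 fold change was -6.119 and the value here -12.95. For *Mir215*, the paper's log2 fold change was -5.006 and the value here -10.96. For *Col4a1*, the paper's log2 fold change was 8.586 and the value here 9.98, and for *Efemp1*, the paper's log2 fold change was 8.117 and the value here 9.72. No alternative closed these 4 gaps, with the nearest values -8.48 and -6.42 for *Apoc3* and *Mir215* at a pseudocount of 1 RPKM, 9.18 for *Col4a1* without WT replicate 2 and 7.40 for *Efemp1* at 0.1 RPKM. For *Adh4*, the paper's log2 fold change was -5.577 and the value here -10.52, and for *Ctrb1*, the paper's log2 fold change was -8.015 and the value here -10.52, both closed only by a pseudocount of 1 RPKM (-5.79 and -7.72). For *Tnfrsf19*, the paper's log2 fold change was 8.45 and the value here 9.74, closed by a pseudocount of 0.1 RPKM (8.35) and without WT replicate 1, and by no other alternative. For *Apoa4*, which had more than 3 reads in each library, the paper's log2 fold change was -5.873 and the value here -10.59. Quantile normalisation (-9.15) and the fits without *Apc* Min/Min replicate 2 or 3 came within its replicate SD of 4.02 but not near the paper's value, and the other alternatives stayed outside it.

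The paper states that AhR pathway genes fell with IL-22 in WT organoids. Here the list had a median log2 fold change of -0.35 with 3 of 11 genes higher (camera of limma, adjusted *p* = 0.496). The target *Cyp1a1* fell and the repressor *Ahrr* rose, and a rise of the repressor does not speak against the paper. The paper states the same of lipid metabolism, for which the median was -0.12 with 19 of 44 genes higher (camera of limma, adjusted *p* = 0.110). The lipid list passed with fry (limma adjusted *p* = 0.0305). The paper draws on enrichment among its down-regulated genes (Fig 1B), which was not rerun, so these lists are another measure. The paper gives lower *Jak1* and *Tyk2* in *Apc* Min/Min organoids. Here the log2 fold change of *Jak1* was -0.17 (limma adjusted *p* = 0.570) and that of *Tyk2* -0.46 (limma adjusted *p* = 0.0536). *Jak1* passed in the untreated libraries alone, a fit without the IL-22 libraries short of long transcripts. *Tyk2* passed there, with a pseudocount of 1 RPKM, the low-expression filter, quantile normalisation and without WT replicate 2, and with voom, which was chosen after seeing the values. The paper finds no difference in STAT3 coregulators other than *Ncoa1* and the *Hdac1* and *Hdac2* pair. Here *Socs3*, taken as one of them, was lower in untreated *Apc* Min/Min organoids by a log2 fold change of -1.31 (limma adjusted *p* = 0.000577).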

Other observations

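In this part, the tests of the trend with exon length, of its explanations, of depth, of the shared spread and of sizes with the trend removed were chosen only after the results were seen.

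Other splits of the same libraries were counted for each comparison. With 3 against 3 there are 10 splits, so a share under 0.1 cannot be reached. For IL-22 in WT, 3 of 10 splits called as many genes as the 347. The other 2 parted the libraries of pair 2 and of no other pair, so that the change within pair 2 alone carried the comparison, and called 2902 genes each. This is the pair with the trend with exon length. Among the 4 splits that part all pairs, as the real one does, the others called at most 3. For *Apc* Min/Min organoids and for the difference between genotypes the real count was 0. All 10 splits had to call at least as many, so this share cannot decide anything for them. In *Apc* Min/Min organoids, the other splits called at most 2 genes where all pairs were parted and up to 235 where 1 pair was. For the difference, each split called 0. For the genotypes untreated, 1 of 10 splits called as many as the real one, with at most 1 gene in another split. With IL-22 it was 1 of 10, with at most 3.

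Long transcripts were lower and short ones higher in WT IL-22 replicate 2 and *Apc* Min/Min IL-22 replicate 1. Within-pair changes of WT pair 2 and *Apc* Min/Min pair 1 correlated across genes at 0.70, against 0.084 to 0.27 for the other 8 pairings of a WT with an *Apc* Min/Min pair. Since these 2 pairs were singled out for their trend with exon length, part of that correlation was given in advance. With the length trend removed it was 0.58, against 0.096 to 0.28 for the other 8, so these pairs share more than that trend. A technical loss of reads from long transcripts cannot be told apart from another difference shared by these libraries. Their depth argues against fewer reads as the reason, with 19069907 reads in WT replicate 2, within the range of the 12 libraries. The 50 most read genes took 23.1% of the reads of WT replicate 2, against a mean of 16.6% in the other IL-22–treated WT libraries, which lowers all its other genes by 1 factor, a log2 shift of -0.12. Its medians of 0.91 for short and -0.94 for long transcripts lie on both sides of 0 and farther out, so a few abundant genes did not make the trend. Among the other 4 pairs, the correlation of the change with exon length was at most -0.0767 in size, which argues against an effect of IL-22. RNA quality values are not among the labels.

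Fewer genes were called for IL-22 in *Apc* Min/Min than in WT organoids. The median SD of the change over pairs was 0.175 in *Apc* Min/Min and 0.487 in WT pairs, so the *Apc* Min/Min pairs did not vary more. All libraries share 1 estimate of spread per gene, however, so the wider spread of WT pairs also enters the test of *Apc* Min/Min organoids. With each genotype fitted alone, 2386 genes had an unadjusted *p* under 0.05 in *Apc* Min/Min and 1598 in WT organoids, with 0 called in either. How far the shared spread makes the lower count in *Apc* Min/Min organoids cannot be told apart from a weaker response by these counts, as 3 pairs alone call no genes. The *Apc* Min/Min IL-22 libraries held a median of 21719141 reads and the WT IL-22 libraries 18082999, so lower depth was not the cause. Genes chosen in 2 WT pairs had a median change of at most 0.35 in *Apc* Min/Min pairs and at least 1.41 in the WT pair left out, so the smaller size of the change in *Apc* Min/Min organoids did not come from the choice of genes in WT. The change was larger in the WT pair left out for 74.5% to 77.5% of these genes. With the length trend removed, the medians were at most 0.34 and at least 1.07, so that trend did not make the smaller size either. These sizes do not depend on the shared spread, except through the choice of genes. With the length trend removed, 14 genes were called in *Apc* Min/Min organoids at an adjusted *p* under 0.05 and 534 in WT, so that trend did not make the difference in counts. In the lists of Fig 1C, the response of *Apc* Min/Min organoids was smaller for 28 of 28 genes of immune response and defence, with a median difference of -1.81 (camera of limma, adjusted *p* = 5.43e-31, fry 0.00339, estimated correlation 0.0362), and for 17 of 17 of the stress response, with -1.45 (camera of limma, adjusted *p* = 4.25e-20, fry 0.00339, estimated correlation 0.0348). For 9 of 9 genes of mucins and glycosylation it was -1.77 (camera of limma, adjusted *p* = 1.05e-11, fry 0.00339, estimated correlation 0.0746, which did not pass). No single gene of the 3 lists passed over all genes, and 22, 15 and 6 passed adjusted over the list alone (limma). The study picked these genes for their change in WT in these libraries, which favours a smaller change in *Apc* Min/Min organoids, so they are not independent evidence. The genes called in WT thus changed less in *Apc* Min/Min organoids, while the lower count stays open to the shared spread. An effect of the genotype on the response to IL-22 is a hypothesis for the smaller change, found and tested on the same data, and other differences between the cultures were not tested.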
